# Acyloxyacyl Hydrolase Protects against Kidney Injury via Inhibition of Tubular CD74-Macrophage Crosstalk

**DOI:** 10.7150/ijbs.91237

**Published:** 2024-05-19

**Authors:** Zhenkai Wu, Bo Deng, Yuqi Shen, Xuezhu Li, Jiaolun Li, Yan Li, Shuai Ma, Yu Pan, Feng Ding

**Keywords:** acyloxyacyl hydrolase, folic acid, fibrosis, PTEC, CD74, scRNA-seq

## Abstract

Renal fibrosis is the common pathway in the progression of chronic kidney disease (CKD). Acyloxyacyl hydrolase (AOAH) is expressed in various phagocytes and is highly expressed in proximal tubular epithelial cells (PTECs). Research shows that AOAH plays a critical role in infections and chronic inflammatory diseases, although its role in kidney injury is unknown. Here, we found that AOAH deletion led to exacerbated kidney injury and fibrosis after folic acid (FA) administration, which was reversed by overexpression of *Aoah* in kidneys. ScRNA-seq revealed that *Aoah^-/-^* mice exhibited increased subpopulation of CD74^+^ PTECs, though the percentage of total PTECs were decreased compared to WT mice after FA treatment. Additionally, exacerbated kidney injury and fibrosis seen in *Aoah^-/-^* mice was attenuated via administration of methyl ester of (S, R)-3-(4-hydroxyphenyl)-4,5-dihydro-5-isoxazole acetic acid (ISO-1), an inhibitor of macrophage inhibition factor (MIF) and CD74 binding. Finally, AOAH expression was found positively correlated with estimated glomerular filtration rate while negatively correlated with the degree of renal fibrosis in kidneys of CKD patients. Thus, our work indicates that AOAH protects against kidney injury and fibrosis by inhibiting renal tubular epithelial cells CD74 signaling pathways. Targeting kidney AOAH represents a promising strategy to prevent renal fibrosis progression.

## Introduction

Chronic kidney disease (CKD) is a global public health problem 1. The prevalence of CKD in people aged 20 years and older is estimated to be 11.1% worldwide 2, 3, and approximately 10.8% (119.5 million people) in China 4. CKD is a prominent risk factor for end-stage renal disease (ESRD), cardiovascular disease and all-cause mortality 5, 6. Thus, exploring the pathogenesis of CKD is required for the development of new treatment.

Interstitial fibrosis is the final common pathogenic process and the histological manifestation of CKD 7, 8. Tubular epithelial cells (TECs) exhibit a dual role in fibrosis, acting as both a victim and a catalyst in the disease progression 9. The injured TECs trigger necroinflammation, partial epithelial-to-mesenchymal transition (EMT) and secretion of various bioactive substances such as proinflammatory cytokines 10, 11 and growth factors 12, which further contributes to kidney injury and fibrosis 9. In addition, the incomplete restoration of TECs following acute kidney injury (AKI) is strongly correlated with the persistence of tubulointerstitial inflammation, proliferation of fibroblasts, and excessive deposition of extracellular matrix 9, 13, promoting the AKI-to-CKD progression 14.

Acyloxyacyl hydrolase (AOAH) is a highly conserved host lipase 15-17. In the kidney, it is expressed in renal proximal tubular epithelial cells (PTECs) as well as immune cells 17. The classic function of AOAH is to inactivate lipopolysaccharide (LPS) by selectively hydrolyzing the secondary acyl chains in the lipid A moiety 18, thus mitigating inflammation and tissue damage 19, 20, promoting the recovery from immune tolerance and the restoration of normal responsiveness 21, 22. In addition, other enzymatic activities of AOAH such as phospholipase and lysophospholipase have been identified 23. Moreover, recent research increasingly shows that AOAH is critical in multiple noninfectious diseases such as allergic asthma 24, 25, psoriasis 26, and chronic pelvic pain 27-29.

Given its importance in inflammation and high expression in the kidney, we investigated the role of AOAH in kidney injury. We discovered that *Aoah^-/-^* mice exhibited exacerbated kidney injury, inflammation and fibrosis in response to different injuries. Single-cell RNA sequencing (scRNA-seq) analysis revealed significantly increased subpopulation of PTECs with expression of CD74, a receptor of macrophage migration inhibitory factor (MIF), in folic acid (FA)-treated *Aoah^-/-^* mice. Additionally, overexpression of *Aoah* or pharmacologic inhibition of CD74 mediated proinflammatory pathway alleviated kidney injury and development of fibrosis in FA-treated *Aoah^-/-^* mice. Furthermore, we performed a preliminary exploration and found that AOAH expression in kidneys was positively correlated with estimated glomerular filtration rate (eGFR) but negatively with the degree of renal fibrosis in CKD patients.

## Methods

Details and additional methods are provided in Supplementary Materials.

### Ethics statement

All animal procedures were conducted in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines and with the approval of the Institutional Animal Care and Use Committee (IACUC) of Shanghai Ninth People's Hospital (SH9H-2023-A036-SB). Human tissue samples were provided by tissue bank of Division of Nephrology, Shanghai Ninth People's Hospital, in accordance with the regulations of the tissue bank and local research ethics committee approval (2018-83-T74)*.*

### Animals and models

*Aoah^-/-^* mice were obtained from the National Institutes of Health, USA (R.S. Munford) and were generated as previously described 30. The mutated *Aoah* gene has been backcrossed to C57/BL6J mice for at least 10 generations. Littermate wild-type (WT) mice of the same age and sex produced by *Aoah* heterozygous breeders were used as controls. The details of animal experiments are provided in the Supplementary Materials.

### Single-cell RNA sequencing

ScRNA-seq was performed for kidneys from FA-treated WT and *Aoah^-/-^* mice. The library construction and sequencing were performed by Shanghai Biotechnology Corporation. The details of scRNA-seq are provided in Supplementary Materials.

### Statistics

Unpaired Student's t test (two-tailed) was used to analyze differences between 2 groups. Pearson correlation analysis was used to determine the linear relationship of 2 variables. A *P* value less than 0.05 was considered statistically significant. Data were presented as mean ± standard error of the mean (SEM) and were analyzed using the SPSS software package (SPSS, USA) and the Prism software package (GraphPad, USA).

## Results

### AOAH deficiency exacerbated kidney injury and development of fibrosis

To determine the potential role of AOAH in kidney injury, *Aoah^-/-^* mice and corresponding WT mice were treated with FA for 2 weeks. As indicated in Figure 1A, both kidney mRNA and protein levels of AOAH were markedly decreased after FA treatment. Immunofluorescence staining of mouse kidney tissue sections revealed AOAH expression on PTECs, which exhibited a decrease after FA treatment (Figure 1B). Additionally, blood urea nitrogen (BUN) and serum creatinine (SCr) levels were significantly higher in *Aoah^-/-^* mice than in WT mice after FA administration (Figure 1C). *Aoah^-/-^* mice also had more severe kidney injury as indicated by higher neutrophil gelatinase-associated lipocalin (*Ngal*) mRNA levels (Figure 1D). Besides, *Aoah^-/-^* mice exhibited more advanced fibrosis as evidenced by quantitative Masson Trichrome staining (Figure 1E), fibrotic protein markers by immunoblotting (Figure 1F), and quantitative immunofluorescent staining (Figure 1G).

Unilateral ureteral obstruction (UUO) can induce inflammatory injury and rapid development of progressive tubulointerstitial fibrosis 31. Similar to those seen in FA model, *Aoah* mRNA levels were also markedly decreased 14 days after UUO (Figure 2A). *Aoah^-/-^* mice had more severe kidney injury as indicated by higher *Ngal* mRNA levels (Figure 2B), and more severe renal fibrosis as indicated by increased profibrotic and fibrotic components (Figure 2C-F).

Considering the effect of AOAH on LPS hydrolysis, we also verified the classical role of AOAH in LPS-induced AKI model. As expected, we observed a marked decrease in AOAH expression and a marked increase in BUN and SCr levels in *Aoah^-/-^* mice after LPS injection compared to those in WT mice (Figure S1A-B). The *Ngal* mRNA expression was also significantly increased in mice with lack of *Aoah* (Figure S1C). Additionally, hematoxylin-eosin (HE) staining showed significantly higher tubular injury score in *Aoah^-/-^* mice post LPS administration (Figure S1D).

Taken together, these results suggest that AOAH exhibits a promising effect against renal injury and fibrosis.

### *Aoah^-/-^* mice had significantly increased CD74^+^ PTECs after FA treatment

We further used scRNA-seq to investigate potential mechanisms underlying detrimental effect of *Aoah* deletion in kidney injury after FA administration (Figure 3A). 

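Kidneys of 2 *Aoah-/-* mice and 1 WT mouse were collected on day 14 after FA treatment, and the cells of each kidney gave 1 library. The libraries carry replicate numbers 2 and 3 for the *Aoah-/-* mice and 3 for the WT mouse, and are called here by these numbers. In this droplet assay, each captured RNA molecule receives the barcode of its cell and a unique molecular identifier (UMI), so that PCR copies of a molecule are counted as a single molecule. The paper's legends of its other FA experiments give a dose of 250 mg/kg and mice aged 8 to 10 weeks, while the sample labels give 6 to 8 weeks. The authors deposited raw UMI counts of genes in barcodes already called as cells, without normalization. There were 25516 barcodes with 167222984 UMIs from *Aoah-/-* mouse 2, 24693 barcodes with 161015021 UMIs from *Aoah-/-* mouse 3, and 23072 barcodes with 158551992 UMIs from the WT mouse. The median UMI total per barcode was 4098.5, 3765 and 4272.5 in that order. The lowest UMI total of a barcode was 500 in *Aoah-/-* mouse 2 and in the WT mouse but higher in *Aoah-/-* mouse 3, and 23.8% and 25.2% of the barcodes of the former 2 libraries lay below its lowest total. Cells with at least 200 genes and at most 50% mitochondrial UMIs were kept, which left 21368 cells of *Aoah-/-* mouse 2, 19692 of *Aoah-/-* mouse 3 and 18202 of the WT mouse. The kept cells were clustered together on the 2000 most variable genes, from which 12 genes (*Aoah*, *Cd74* and MHC class II genes) had been left out so that they could not define a cluster. Clusters were named X-like from marker genes fixed before the data were examined. Doublets were kept, a choice fixed beforehand since the paper's text names no doublet removal. The Scrublet program called 516 cells of *Aoah-/-* mouse 2, 246 of the WT mouse and 0 of *Aoah-/-* mouse 3, where it did not work. Levels are UMIs of a gene summed over the cells of a class, per 1000000 UMIs of that class (CPM), with exact Poisson 95% intervals. Shares have exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only. With 1 WT library no test was possible, so each difference is given with the standard deviation (SD) between the 2 *Aoah-/-* libraries, and the differences have no replicate check on the WT side.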

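Without any correction between libraries, 36 of the 40 clusters held cells of all 3 libraries. With the libraries weighted equally, a single library gave over 80% of the cells in 7 clusters, which together held 6.64% of the kept cells. Of these 7 clusters, 4 had at least 50 cells. They were an unnamed cluster with 87.7% of its weight from *Aoah-/-* mouse 3, a macrophage-like cluster with 92.9% from *Aoah-/-* mouse 2, and a pair of fibroblast-like clusters with 93.1% and 99.4% from the WT mouse. Across the 17907 genes compared, the log2 levels of the 2 *Aoah-/-* libraries had a Pearson r of 0.993. Each of them against the WT mouse gave 0.983 for *Aoah-/-* mouse 2 and 0.987 for *Aoah-/-* mouse 3; genes are not independent replicates.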

Uniform manifold approximation and projection for dimension reduction (UMAP) diagram revealed high consistency of kidney scRNA-seq samples between *Aoah^-/-^* mice and WT mice (Figure S2). UMAP clustering identified 16 mouse kidney cell clusters (Figure 3B). These cell clusters were assigned to distinct cell types based on known cell-type markers (Figure S3A). 

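At resolution 1, the 59262 kept cells formed 40 clusters of 9 to 4700 cells, of which 34 had at least 50 cells. Of the clusters, 33 were assigned to 17 cell classes and 7 remained unnamed, and the named clusters held 90.7% of the kept cells. The unnamed clusters held 5.76% of the cells of *Aoah-/-* mouse 2, 17.1% of *Aoah-/-* mouse 3 and 4.96% of the WT mouse.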

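Names required 3 markers of the class and leading genes that did not go against it, a rule that was revised after values under a first rule had been seen. The rule kept an endothelial-led cluster mixed with PTEC RNA unnamed, which held 8.29% of the cells of *Aoah-/-* mouse 3, 0.608% of *Aoah-/-* mouse 2 and 0.549% of the WT mouse. A cluster with injury genes such as *Lcn2* and *Clu* but without PTEC markers also stayed unnamed and held 2.70%, 5.30% and 2.07% of the cells of *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse. A further endothelial-led cluster without endothelial markers among its 10 leading genes held 2.03%, 2.63% and 1.68%. Among the smaller named classes, granulocyte-like cells made up 3.84% of *Aoah-/-* mouse 2, 3.20% of *Aoah-/-* mouse 3 and 1.15% of the WT mouse, and B lymphocyte-like cells 5.70%, 2.69% and 3.94%. Fibroblast-like cells made up 0.604%, 1.89% and 3.14% in the same order, and dendritic-like cells 1.73%, 1.91% and 1.97%. The direction for fibroblast-like cells came from the pair of clusters found mostly in the WT mouse. These held 0.0468%, 0.0965% and 1.94%, and 0.00468%, 0% and 0.824%. In the remaining fibroblast-like clusters both *Aoah-/-* libraries lay above the WT mouse, with 0.248%, 0.792% and 0.126%, and 0.304%, 1.00% and 0.247%. Ascending limb-like cells made up 4.83%, 5.65% and 2.85%.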

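*Aoah* (ENSMUSG00000021322) lies on chromosome 13 from 20794113 to 21036617 on the plus strand in the GENCODE M21 annotation of GRCm38; the files name genes by identifier and symbol but give no genome build. Over all barcodes, 2424 UMIs of *Aoah* were counted in the WT mouse, 1014 in *Aoah-/-* mouse 2 and 914 in *Aoah-/-* mouse 3. These correspond to 15.3 (95% interval 14.7 to 15.9), 6.06 (5.70 to 6.45) and 5.68 (5.31 to 6.06) CPM, so the order of the libraries fits their labels and UMIs of the gene remained in both *Aoah-/-* libraries. Of the 2263 *Aoah* UMIs in kept cells of the WT mouse, PTEC-like cells held 87.0%, macrophage-like cells 4.77% and T lymphocyte-like cells 0.840%. The level in the WT mouse was 26.3 (25.2 to 27.5) CPM in PTEC-like cells and 15.9 (13.0 to 19.2) in macrophage-like cells. It was 4.17 (2.51 to 6.52) in T lymphocyte-like cells, from 19 UMIs. Natural killer-like cells had 20.5 (10.2 to 36.7) CPM from 11 UMIs, and granulocyte-like cells had 11.0 (3.57 to 25.6) from 5 UMIs. Ascending limb-, distal convoluted tubule- and intercalated-like cells together had 2.54 (1.72 to 3.63), so the level in T lymphocyte-like cells was not distinguishable from that of these other tubular cells at this depth. In PTEC-like cells the level was 12.9 CPM in *Aoah-/-* mouse 2 and 11.8 in *Aoah-/-* mouse 3, and in macrophage-like cells 3.78 and 3.76. To compare shares of cells with an *Aoah* UMI, each cell of the WT mouse was thinned to 1000 UMIs, which left out 1840 PTEC-like, 872 macrophage-like, 85 T lymphocyte-like and 182 other tubular cells with fewer UMIs. The share was 2.07% of PTEC-like cells, 1.74% of macrophage-like cells, 0.412% of T lymphocyte-like cells and 0.260% of the other tubular cells, whose median UMI totals were 6964, 3957, 3024 and 8494. Without thinning, these shares were 15.8%, 4.81%, 1.46% and 1.87%. The alternative that moved the level in PTEC-like cells of the WT mouse most, a mean of the per-cell values, gave 21.8 CPM.

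**Figure D1:**
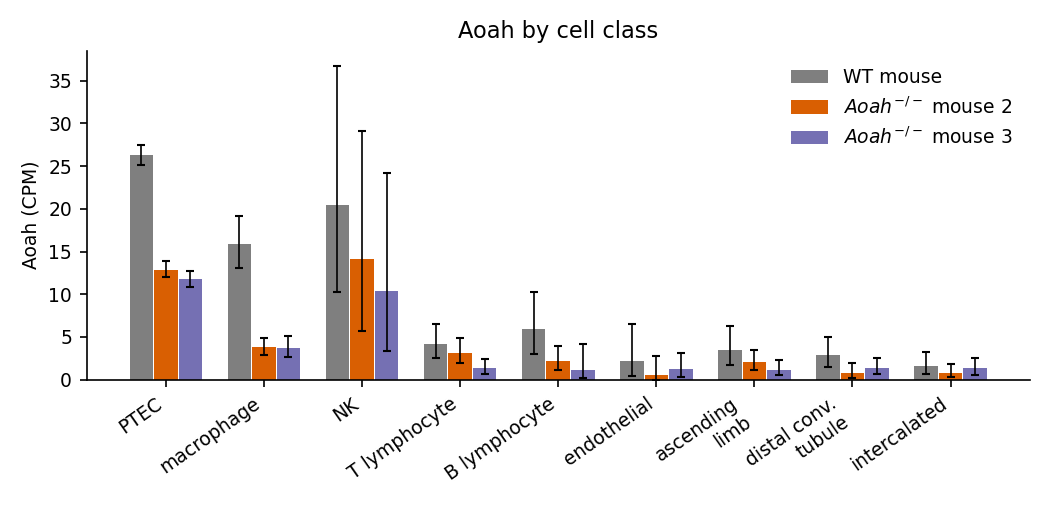
*Aoah* level in CPM (vertical axis) in 9 cell classes (horizontal axis) of the WT mouse (grey), *Aoah-/-* mouse 2 (orange) and *Aoah-/-* mouse 3 (purple), with exact Poisson 95% intervals as error bars. In the WT mouse the bar of PTEC-like cells reaches 26.3 and that of macrophage-like cells 15.9.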

As shown in Figure 3C, *Aoah* was mainly expressed in PTECs, macrophages and a few T lymphocytes. Further analysis revealed that *Aoah^-/-^* mice had decreased proportion of PTECs, while displaying an increased proportion of macrophages and T lymphocytes compared to WT mice 2 weeks after FA treatment (Figure 3D).

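PTEC-like cells made up 52.3% (95% interval 51.5 to 53.0) of the 18202 kept cells of the WT mouse, 38.7% (38.0 to 39.4) of *Aoah-/-* mouse 2 and 27.0% (26.4 to 27.6) of *Aoah-/-* mouse 3. The difference between the mean of the *Aoah-/-* libraries and the WT mouse was -19.4 percentage points (SD 8.27 between the *Aoah-/-* libraries), and both *Aoah-/-* libraries lay below the WT mouse. The gap between the 2 *Aoah-/-* libraries was 11.7 percentage points. The difference from the WT mouse was -25.3 without *Aoah-/-* mouse 2 and -13.6 without *Aoah-/-* mouse 3. Among the alternatives with both libraries, removal of the 10% of cells with the highest Scrublet score moved it most, to -13.8. With the first naming rule on all barcodes, which was tried after seeing the data, it was -7.21. Macrophage-like cells made up 16.2% (15.7 to 16.7) of *Aoah-/-* mouse 2, 9.31% (8.91 to 9.73) of *Aoah-/-* mouse 3 and 11.4% (11.0 to 11.9) of the WT mouse. Their mean difference of 1.34 percentage points was smaller than the SD of 4.88 between the *Aoah-/-* libraries, and *Aoah-/-* mouse 3 lay below the WT mouse. Without *Aoah-/-* mouse 2 the difference was -2.11, and with each library clustered alone it was -0.563. With the main naming rule and the lowest UMI totals as deposited, its direction thus rests on *Aoah-/-* mouse 2 and on the clustering. The first naming rule with 30 principal components, tried after seeing the data, gave 16.4%, 16.5% and 11.6%, with both *Aoah-/-* libraries above the WT mouse. With that rule at the main settings or on all barcodes, *Aoah-/-* mouse 3 stayed below the WT mouse. With at least 500 genes per cell, the shares were 14.0%, 7.87% and 6.43%, and both *Aoah-/-* libraries lay above the WT mouse. T lymphocyte-like cells made up 10.0% (9.62 to 10.4) of *Aoah-/-* mouse 2, 10.8% (10.3 to 11.2) of *Aoah-/-* mouse 3 and 7.14% (6.77 to 7.52) of the WT mouse. Their mean difference was 3.26 percentage points with an SD of 0.524, and both *Aoah-/-* libraries lay above the WT mouse.

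**Figure D2:**
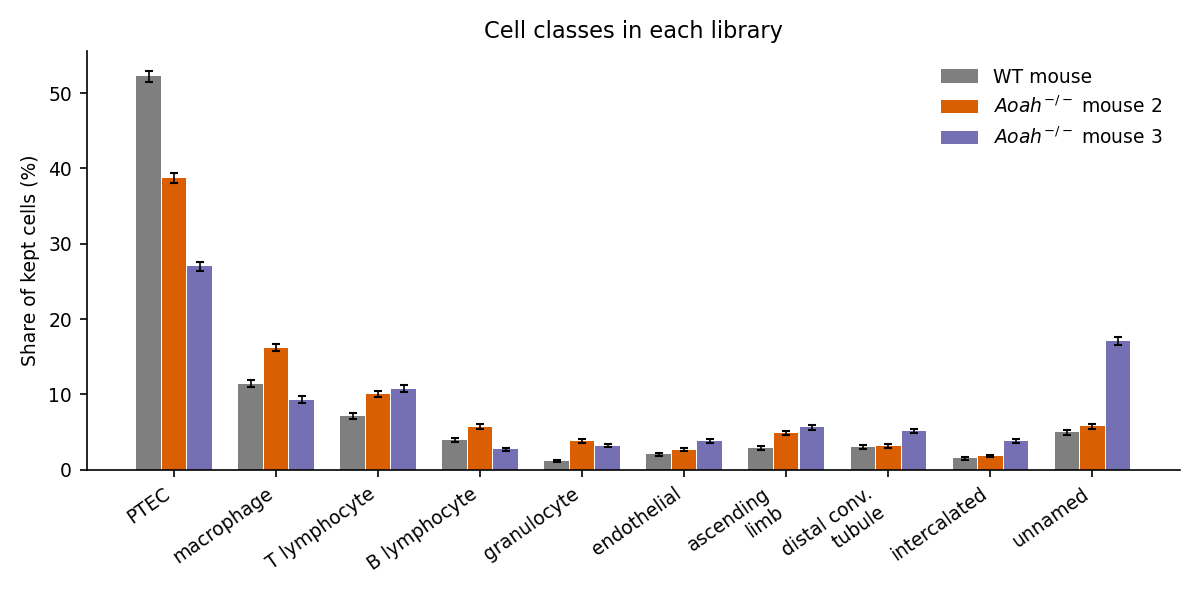
Percent of kept cells (vertical axis) in 10 cell classes (horizontal axis) of the WT mouse (grey), *Aoah-/-* mouse 2 (orange) and *Aoah-/-* mouse 3 (purple), with exact 95% intervals as error bars. PTEC-like cells fall from 52.3% in the WT mouse to 38.7% and 27.0%, whereas macrophage-like cells of *Aoah-/-* mouse 3 (9.31%) lie below those of the WT mouse (11.4%).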

To determine the potential involvement of macrophages infiltration in FA-induced kidney injury, we treated mice with FA for 24 hours and utilized the kidneys for subsequent analysis. There was no significant difference in the levels of BUN and SCr between WT and *Aoah^-/-^* mice (Figure S4A). Additionally, the qPCR analysis showed similar levels of kidney proinflammatory cytokines between WT and *Aoah^-/-^* mice (Figure S4B). Flow cytometry analysis also showed similar increases in leukocytes, macrophages and neutrophils in WT mice and *Aoah^-/-^* mice (Figure S4C). The initial similarity in immune cell numbers and proinflammatory cytokine expression suggested that the differences observed at later stage may be attributed to variations in PTECs injury.

Subsequently, we examined the potential disparities in subsets of PTECs between *Aoah^-/-^* mice and their WT counterparts. 

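The PTEC-like cells were clustered again into 10 subclusters, numbered from 0. As shares of PTEC-like cells, both *Aoah-/-* libraries lay below the WT mouse in 4 subclusters and above it in 4, and they lay on different sides of it in the remaining 2. The mean of the *Aoah-/-* libraries was below the WT mouse in 5 of the 10. Not every subcluster need be a subset of PTECs. Subcluster 6, with both libraries below, had *Nrgn*, *Pf4* and *Ppbp* among its leading genes. Subcluster 2, with both above, had *Cd52*, *Ptprc* and *Umod* among them. Subcluster 4 gained most, with 19.8% (19.0 to 20.7) of *Aoah-/-* mouse 2, 23.2% (22.0 to 24.3) of *Aoah-/-* mouse 3 and 8.75% (8.19 to 9.33) of the WT mouse, a difference of 12.7 percentage points (SD 2.35). With at least 500 genes per cell the subclusters were formed anew, and the largest gain among them was 6.54 percentage points. Subcluster 1 lost most, with 14.6%, 20.2% and 26.8% in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse, a difference of -9.40 (SD 3.95). Subcluster 5, whose cells had few UMIs, held 37.2% of *Aoah-/-* mouse 2, 8.14% of *Aoah-/-* mouse 3 and 31.8% of the WT mouse. Subcluster 2 was highest in immune marker genes and held 1.69%, 14.6% and 1.68%. Subcluster 8 was highest in injury genes and held 1.51% (1.26 to 1.80) of *Aoah-/-* mouse 2, 5.85% (5.23 to 6.51) of *Aoah-/-* mouse 3 and 0.852% (0.676 to 1.06) of the WT mouse. Its *Cd74* level was 2220 CPM in *Aoah-/-* mouse 2, 1454 in *Aoah-/-* mouse 3 and 1866 in the WT mouse.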

The main cell markers used to identify CD74^+^ PTECs were listed in Figure S3B. 

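*Cd74* (ENSMUSG00000024610) lies on chromosome 18 from 60803848 to 60812652 on the plus strand of GRCm38. After thinning to 1000 UMIs, 763 of 6320 PTEC-like cells of *Aoah-/-* mouse 2 had a *Cd74* UMI, which is 12.1% (11.3 to 12.9). The share was 19.0% (18.0 to 20.1) in *Aoah-/-* mouse 3, with 1012 of 5317 cells, and 7.86% (7.27 to 8.48) in the WT mouse, with 603 of 7672 cells. Thinning left out 1948 cells of *Aoah-/-* mouse 2, 0 of *Aoah-/-* mouse 3 and 1840 of the WT mouse, and without it the shares were 33.4%, 52.5% and 25.7%. The mean difference was 7.69 percentage points (SD 4.92), and it moved most without thinning, to 17.2. It was 11.2 without *Aoah-/-* mouse 2 and 4.21 without *Aoah-/-* mouse 3. RNA free in the cell suspension can give *Cd74* UMIs to cells that do not express it. Ascending limb-, distal convoluted tubule- and intercalated-like cells together, taken as background, had a share of 10.7% (9.32 to 12.2) in *Aoah-/-* mouse 2, 26.3% (24.7 to 28.0) in *Aoah-/-* mouse 3 and 6.06% (4.75 to 7.59) in the WT mouse. Without thinning, their shares were 33.4%, 53.3% and 23.2%, and thinning left out 299, 0 and 182 of these cells. The median UMI totals of the cells used were 5514, 5912 and 6964 for PTEC-like cells and 9673, 3960 and 8494 for the background cells. The share of PTEC-like cells was below that of these cells in *Aoah-/-* mouse 3, and its interval overlapped theirs in *Aoah-/-* mouse 2 and in the WT mouse. Erythroid-like cells had a *Cd74* UMI in 13.1% of *Aoah-/-* mouse 2, 51.7% of *Aoah-/-* mouse 3 and 9.80% of the WT mouse. For T lymphocyte-like cells the shares were 10.5%, 15.6% (14.1 to 17.2) and 7.91%, so that against these cells the interval of PTEC-like cells was higher in *Aoah-/-* mouse 3. Whether the share of PTEC-like cells rose beyond the background thus depended on the cells taken as background. In all 20 further random draws of the thinning, both *Aoah-/-* libraries had a higher share of PTEC-like cells than the WT mouse.

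**Figure D3:**
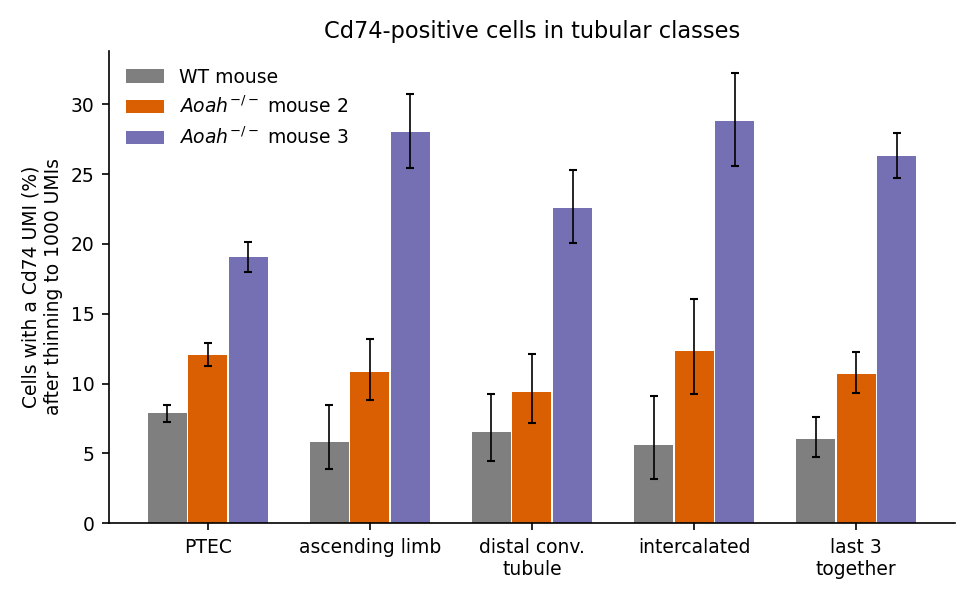
Percent of cells with a *Cd74* UMI after thinning to 1000 UMIs (vertical axis) in PTEC-like cells and in other tubular classes (horizontal axis) of the WT mouse (grey), *Aoah-/-* mouse 2 (orange) and *Aoah-/-* mouse 3 (purple), with exact 95% intervals as error bars. In *Aoah-/-* mouse 3 the other tubular classes together reach 26.3% and PTEC-like cells 19.0%.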

Although most PTEC subsets in *Aoah^-/-^* mice were decreased compared to WT mice, the percentage of PTECs with CD74 expression was markedly increased (Figure 3E). GO enrichment analysis revealed that CD74^+^ PTECs may be involved in antigen presentation and leukocyte adhesion (Figure 3F). 

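Levels of gene lists were compared between PTEC-like cells with and without a *Cd74* UMI after thinning. The list called MHC class II genes held 10 genes, among them *H2-Ab1* on chromosome 17 from 34257689 to 34269419, but also *Ciita* and *Ctss*. Together they had 1163 CPM in the *Cd74*-positive cells of *Aoah-/-* mouse 2 and 169 in the other cells. The levels were 1023 and 219 in *Aoah-/-* mouse 3, and 1014 and 110 in the WT mouse. The log2 ratio was 2.78, 2.22 and 3.21 in that order, with a mean of 2.74 and an SD of 0.50 over the 3 libraries. At resolution 2, the alternative that moved it most, the mean was 2.16. The list called MHC class I genes held 8 genes, *H2-K1*, *H2-D1*, *B2m*, *Tap1*, *Tap2*, *Psmb8*, *Psmb9* and *Nlrc5*. Its log2 ratio was 1.69, 1.54 and 2.27, and that of the 10 leukocyte adhesion genes 2.74, 2.27 and 3.52. The same ratios were formed in ascending limb-, distal convoluted tubule- and intercalated-like cells, the cells taken as background, in which free RNA, barcodes that also hold an immune cell and expression of *Cd74* were not separated. There the log2 ratio of MHC class II genes was 4.28, 3.99 and 5.13, that of MHC class I genes 1.19, 1.26 and 1.25, and that of adhesion genes 2.65, 2.39 and 3.42. A list of 6 macrophage genes also had a log2 ratio of 1.18, 1.31 and 1.81 in PTEC-like cells and of 3.57, 3.67 and 4.61 in the other tubular cells. Without subcluster 8, the log2 ratio of adhesion genes in PTEC-like cells had a mean of 1.21 (SD 0.25). Over all PTEC-like cells, MHC class II genes had 289.8 CPM in *Aoah-/-* mouse 2, 345 in *Aoah-/-* mouse 3 and 185 in the WT mouse, a log2 difference of 0.78 (SD 0.18), while in the other tubular cells they rose by 1.22.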

The upregulation of kidney CD74 mRNA and protein levels in FA-treated *Aoah^-/-^* mice was also confirmed by qPCR and immunoblotting (Figure 4A). Immunofluorescent staining showed higher CD74 staining levels in PTECs in FA-treated *Aoah^-/-^* mice, more pronounced loss of brush border and immune cells infiltration (Figure 4B). The CD74^+^ PTECs also exhibited elevated expression of NGAL, a marker of proximal tubular injury (Figure 4C). Flow cytometry data (Figure 4D) also supported above results.

As AOAH was expressed in both PTECs and macrophages in kidneys, we evaluated whether *Aoah* deletion had similar impact on *Cd74* expression in PTECs and macrophages after FA treatment. As shown in Figure S3D, although *Cd74* mRNA level in PTECs was markedly higher in* Aoah^-/-^* mice than in WT mice, its level in macrophages was relatively comparable between *Aoah^-/-^* mice and WT mice, suggesting that AOAH might selectively downregulate CD74 expression solely in PTECs.

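In PTEC-like cells, *Cd74* had 194 (190.2 to 197) CPM in *Aoah-/-* mouse 2, 244 (240.0 to 249) in *Aoah-/-* mouse 3 and 122 (119 to 124) in the WT mouse. The log2 ratio of the *Aoah-/-* mean to the WT mouse was 0.85 (SD 0.24), and both *Aoah-/-* libraries lay above the WT mouse. Removal of the 10% of cells with the highest Scrublet score moved it most, to 1.77, with 176, 440 and 90.0 CPM. The level thus rose from the main setting in *Aoah-/-* mouse 3 alone, where the share of PTEC-like cells also went from 27.0% to 39.4%. In ascending limb-, distal convoluted tubule- and intercalated-like cells together the level was 198 (192 to 205), 346 (338 to 354) and 124 (118 to 131), a log2 ratio of 1.13. In T lymphocyte-like cells it was 184 (174 to 195), 244 (233 to 255) and 114 (104 to 124). Over all cells, the level in PTEC-like cells was therefore at or below that of these other tubular cells in each library. With cells holding an immune marker UMI left out, the level was 169 (163 to 176), 190 (183 to 196) and 97.8 (94.9 to 101) in PTEC-like cells, a log2 ratio of 0.87. In the other tubular cells it was then 46.5 (40.6 to 53.1), 68.6 (61.8 to 75.9) and 34.8 (30.4 to 39.7), a comparison added after the results were seen. In macrophage-like cells the level was 7208 (7167 to 7249) in *Aoah-/-* mouse 2, 12546 (12479.8 to 12613) in *Aoah-/-* mouse 3 and 13231 (13144 to 13318) in the WT mouse. The log2 ratio in macrophage-like cells was -0.42 with an SD of 0.57, so the difference was within the spread of the *Aoah-/-* libraries. It rests on *Aoah-/-* mouse 2, since it was -0.08 without *Aoah-/-* mouse 2 and -0.88 without *Aoah-/-* mouse 3. In that mouse, 37.5% of the macrophage-like cells lay in a subcluster, described below, with only 2981 CPM of *Cd74*. This subcluster held 0.709% of those of *Aoah-/-* mouse 3 and 3.37% of those of the WT mouse. The level without these cells was not formed, so the low value need not be that of the other macrophage-like cells. From the higher level in PTECs and the comparable level in macrophages, the paper proposes that AOAH might lower CD74 selectively in PTECs.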

### *Aoah^-/-^* mice exhibited increased recruitment of innate immune cells, which interacted with CD74^+^ PTECs to produce proinflammatory cytokines

Recruitment of innate immune cells contributes to the development of renal fibrosis 32-34. ScRNA-seq showed increased proportion of macrophages in *Aoah^-/-^* mice after FA treatment (Figure 3D). 

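The macrophage-like cells came from 4 clusters, 3465 cells of *Aoah-/-* mouse 2, 1834 of *Aoah-/-* mouse 3 and 2080 of the WT mouse. A cluster led by complement C1q genes with a median of 733 UMIs per cell held 3.87% of the kept cells of *Aoah-/-* mouse 2, 0.599% of *Aoah-/-* mouse 3 and 5.83% of the WT mouse. A cluster led by the same genes at a median of 4630 UMIs held 3.84%, 6.36% and 3.41%, and a cluster with *Ly6c2* among its leading genes held 1.96%, 2.28% and 1.76%. The last, led by *Saa3* and *Slpi*, held 6.54% of *Aoah-/-* mouse 2, 0.0711% of *Aoah-/-* mouse 3 and 0.429% of the WT mouse. With the lowest UMI total of *Aoah-/-* mouse 3 as a minimum for all libraries, tried after seeing the data, macrophage-like cells made up 15.2% of *Aoah-/-* mouse 2, 8.77% of *Aoah-/-* mouse 3 and 7.08% of the WT mouse.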

By utilizing flow cytometry analysis, we confirmed more pronounced infiltration of total leukocytes, neutrophils and macrophages in *Aoah^-/-^* mice kidneys 14 days after FA treatment (Figure 5A). Furthermore, scRNA-seq identified 4 different macrophage subpopulations: resident M1, M2, M3, and infiltrating macrophages in kidneys of FA-treated mice, with higher proportion of resident M2 macrophages and lower proportion of resident M3 macrophages in *Aoah^-/-^* mice after FA treatment (Figure 5B and Figure S3C). 

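The macrophage-like cells were clustered again into 9 subclusters, numbered from 0. Both *Aoah-/-* libraries lay above the WT mouse in 4 of them, below it in 1, and on different sides of it in 4. The 4 with both above were subclusters 1, 3, 7 and 8. Subcluster 1, led by *Gpnmb*, *Mfge8* and *Mmp12*, held 1.85% (1.43 to 2.35) of *Aoah-/-* mouse 2, 7.36% (6.21 to 8.65) of *Aoah-/-* mouse 3 and 1.83% (1.30 to 2.50) of the WT mouse. Subclusters 3, 7 and 8 were led by genes of other cell classes, such as *Slc12a3*, *Cd3g* and *S100a8*, and so was subcluster 2, on different sides of the WT mouse, by PTEC genes such as *Kap* and *Miox*. Subcluster 4, led by *Prg4*, *Saa3*, *Alox15* and *Slpi*, had the largest gain of the mean, 15.7 percentage points with an SD of 26.0. It held 1299 cells or 37.5% (35.9 to 39.1) of the macrophage-like cells of *Aoah-/-* mouse 2, 13 cells or 0.709% (0.378 to 1.21) of *Aoah-/-* mouse 3, and 70 cells or 3.37% (2.63 to 4.23) of the WT mouse. Its gain rests on *Aoah-/-* mouse 2, without which the difference was -2.66. Subcluster 5, whose cells had a median of 714 UMIs, had the largest loss, -34.5 percentage points (SD 11.6). It held 21.1% (19.8 to 22.5) of *Aoah-/-* mouse 2, 4.63% (3.72 to 5.70) of *Aoah-/-* mouse 3 and 47.4% (45.2 to 49.5) of the WT mouse. Of the WT mouse's cells in subcluster 5, 94.5% lay below the lowest UMI total of *Aoah-/-* mouse 3. With at least 500 genes per cell the subclusters were formed anew, and the largest loss among them was -14.2, in a subcluster with 21.7%, 51.7% and 50.9% of *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse. Subcluster 6, led by *Ccl4*, *Ccl3* and heat shock genes, held 18.2%, 44.8% and 24.4% in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse. Subcluster 0, led by *Plac8*, *Ly6c2* and *Chil3*, held 10.0%, 18.8% and 13.5%.

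**Figure D4:**
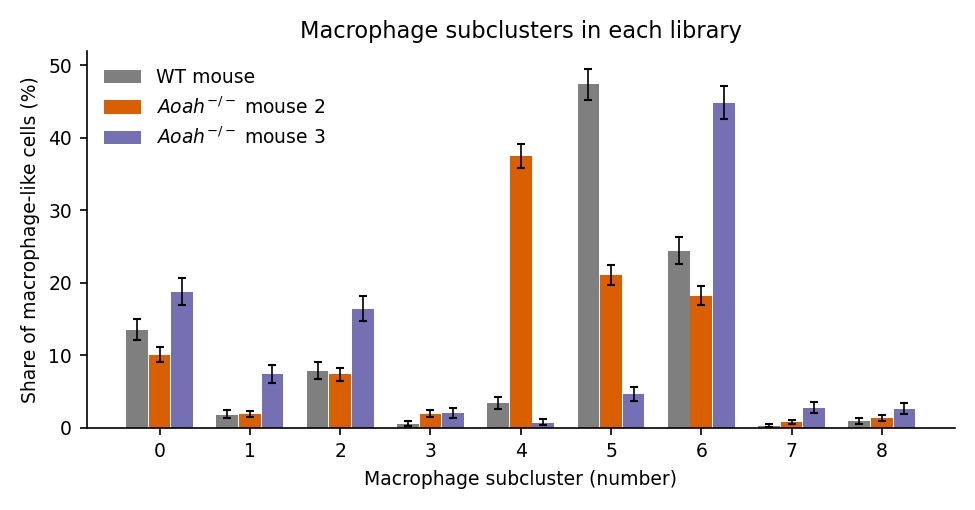
Percent of macrophage-like cells (vertical axis) in 9 subclusters (horizontal axis) of the WT mouse (grey), *Aoah-/-* mouse 2 (orange) and *Aoah-/-* mouse 3 (purple), with exact 95% intervals as error bars. Subcluster 4 is high in *Aoah-/-* mouse 2 alone (37.5%), and subcluster 5 is highest in the WT mouse (47.4%).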

GO analysis showed that the resident M2 macrophages in *Aoah^-/-^* mice were related to several functional enrichment, including leukocyte migration and regulation of inflammatory responses (Figure S5A), while the resident M3 macrophages were involved in ATP metabolism and the maintenance of normal physiological functions of TECs (Figure S5B). Pseudo-time analysis was used to infer differentiation trajectories of resident macrophages (Figure S5C). We postulated that resident M1 macrophages should have differentiated into resident M3 macrophages in FA-induced renal fibrosis but ended up differentiating into M2 subtype due to *Aoah* deletion. GO enrichment analysis suggested that the differentiation conversion of resident macrophages was primarily associated with alteration in energy metabolism (Figure S5D). Therefore, AOAH may exert an influence on the activation status, energy metabolism and differentiation trajectory of macrophages in renal tissues.

As scRNA-seq analysis has suggested that CD74^+^ PTECs may possess immune-modulatory capacity (Figure 4F), we analyzed the cell-cell communication between CD74^+^ PTECs and immune cells, revealing that CD74^+^ PTECs mainly interacted with resident and infiltrating macrophages, granulocytes as well as plasmacytoid dendritic cells (Figure 5C). 

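For a list of 20 phagocytosis genes fixed beforehand, PTEC-like cells with a *Cd74* UMI had 1575 CPM in *Aoah-/-* mouse 2 against 1356 in the other PTEC-like cells. The levels were 1519.7 and 1392 in *Aoah-/-* mouse 3, and 1413 and 1208 in the WT mouse. The log2 ratio was 0.22, 0.13 and 0.23, with a mean of 0.19 (SD 0.05) over the 3 libraries. The order of the libraries depended on the setting: with all barcodes the ratio was 0.40 in *Aoah-/-* mouse 2, 0.31 in *Aoah-/-* mouse 3 and 0.30 in the WT mouse, and with the genes of the list counted after thinning it was 0.15, 0.23 and 0.13. For a list of 15 necrosis genes, the log2 ratio was 0.62 in *Aoah-/-* mouse 2, 0.53 in *Aoah-/-* mouse 3 and 0.39 in the WT mouse, with a mean of 0.51 (SD 0.12). It was larger in both *Aoah-/-* libraries than in the WT mouse. In ascending limb-, distal convoluted tubule- and intercalated-like cells, the same ratio was 1.66, 1.68 and 1.39 for phagocytosis genes and 0.37, 0.17 and 0.16 for necrosis genes. The thinning was repeated with 20 further random draws, and the mean ratio of necrosis genes in PTEC-like cells was 0.70, 0.61 and 0.46. Without the injury-gene subcluster 8 it was 0.20, 0.09 and 0.15, so most of it came from these cells. There, both *Aoah-/-* libraries lay above the WT mouse in 2 draws and below it in 5. Infection genes were not analysed here.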

We also analyzed PTEC subsets and found that CD74^+^ PTECs exhibited remarkably enhanced functional scores in terms of infection, phagocytosis and necrosis among all subgroups, which was even more pronounced in *Aoah^-/-^* mice (Figure 5D). The qPCR results confirmed that proinflammatory cytokines/chemokines expression including *Il1β*, *Il6*, *Tnfα*, C-C motif chemokine ligand 2 (*Ccl2*), C-X-C motif chemokine ligand 1 (*Cxcl1*) and C-X-C motif chemokine ligand 2 (*Cxcl2*) were increased in *Aoah^-/-^* mice (Figure 5E). Additionally, the immune-modulatory properties of CD74^+^ PTECs were verified in vitro. Mouse tubular epithelial cells (mTECs) were transfected with *Cd74* overexpression plasmids or control plasmids, and cultured with RAW 264.7 macrophages. The efficiency of overexpression was verified by qPCR analysis (Figure S6A). We observed a significant increase in mRNA expression of interleukin-1 beta (*Il1β*), interleukin-6 (*Il6*), tumor necrosis factor alpha (*Tnfα*) in macrophages co-cultured with *Cd74*-overexpressing mTECs compared to those co-cultured with control mTECs after 12 hours of LPS stimulation (Figure S6B).

We gained similar findings in both LPS-induced AKI model (Figure S7A and B) and UUO model (Figure S8). These findings suggested that CD74^+^ PTECs were involved in immune crosstalk and may potentially facilitate inflammatory cells infiltration as well as inflammatory cytokines expression.

Taken together, these results imply that *Aoah* deficiency promotes recruitment of innate immune cells, which interacts with CD74^+^ PTECs to produce proinflammatory cytokines.

### Overexpression of *Aoah* in* Aoah^-/-^* mice attenuated the augmented kidney injury induced by FA

We performed a rescue experiment by constructing an adenovirus (Ad) expressing *Aoah* to further verify the effects of AOAH in FA-induced kidney injury. First, HEK-293T infected with* Aoah* adenovirus expression vector was verified by western blot (Figure S9). Then *Aoah^-/-^* mice were treated with saline, control adenoviruse, or *Aoah* overexpression adenoviruse respectively by tail vein injection at day -1 and subsequently treated with FA at day 0 (Figure 6A). Infection efficiency in kidneys was confirmed by GFP staining and qPCR analysis (Figure 6B). Notably, overexpression of *Aoah* resulted in decreased CD74 expression (Figure 6C). Furthermore, *Aoah* overexpression attenuated body weight loss and renal impairment (Figure 6D), resulting in less infiltration of kidney immune cells (Figure 6E) and expression of proinflammatory cytokines/chemokines (Figure 6F), as well as reduction in renal fibrosis (Figure 6G-I).

### Inhibition of CD74 pathway with methyl ester of (S, R)-3-(4-hydroxyphenyl)-4,5-dihydro-5-isoxazole acetic acid (ISO-1) attenuated FA-induced kidney injury

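The levels of *Mif* (chromosome 10 from 75859353 to 75860240, GRCm38), *Spp1* (chromosome 5 from 104435118 to 104441050) and the Ccl and Cxcl gene families were summed over PTEC-like and immune cells. *Mif* had 539.5 CPM in *Aoah-/-* mouse 2, 497 in *Aoah-/-* mouse 3 and 555 in the WT mouse, a log2 ratio of -0.10 (SD 0.08). *Spp1* had 1159, 1237 and 510.3, a log2 ratio of 1.23 (SD 0.07), which moved most with each library clustered alone, to 1.74. The 24 Ccl genes together had 1814, 2219 and 1182, a log2 ratio of 0.77 (SD 0.21). The 12 Cxcl genes together had 1489.5, 869 and 449.6, a log2 ratio of 1.39 (SD 0.55). Both *Aoah-/-* libraries lay above the WT mouse for *Spp1* and both families, and below it for *Mif*. These sums pool cell classes whose mix differed between the libraries. PTEC-like cells were 38.7% of kept cells in *Aoah-/-* mouse 2, 27.0% in *Aoah-/-* mouse 3 and 52.3% in the WT mouse. A change of the mix and a change within a class were not separated in these sums. The level of the Cxcl family depended on a macrophage subcluster found almost only in *Aoah-/-* mouse 2, without which its log2 ratio was 1.01. In macrophage-like cells alone, the Ccl family had 4429, 7209.6 and 8933 CPM, with both *Aoah-/-* libraries below the WT mouse.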

Further scRNA-seq analysis revealed that macrophage migration inhibitory factor (MIF), secreted phosphoprotein 1 (SPP1), C-C motif chemokine ligand (CCL) family, C-X-C motif ligand (CXCL) family were predominant ligands potentially involved in activating the CD74 pathway to exacerbate inflammation in *Aoah^-/-^* mice after FA administration (Figure 7A). Elevated expression levels of some ligands were verified by qPCR analysis (Figure S10). As shown in Figure 7B, the crosstalk between CD74^+^ PTECs and immune cells was mainly enriched in MIF and SPP1 signaling pathway. Thus, it can be inferred that CD74^+^ PTECs may contribute to renal inflammation and fibrosis by secreting or activating relative ligands.

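In PTEC-like cells, *Mif* had 712 CPM in *Aoah-/-* mouse 2, 625 in *Aoah-/-* mouse 3 and 631 in the WT mouse, and in macrophage-like cells 193, 192 and 198. *Spp1* had 1572, 1536 and 573 in PTEC-like cells, a log2 ratio of 1.44 (SD 0.02). In macrophage-like cells it had 574, 1003 and 443, and in ascending limb-, distal convoluted tubule- and intercalated-like cells 3435, 3958 and 3129. Within PTEC-like cells, *Spp1* was higher in those with a *Cd74* UMI by a log2 ratio of 2.77 in *Aoah-/-* mouse 2, 2.16 in *Aoah-/-* mouse 3 and 3.62 in the WT mouse, whereas *Mif* had -0.04, -0.09 and -0.05. *Cd44* (chromosome 2 from 102811141 to 102901665), which encodes a cell surface receptor, had 235, 202 and 211 CPM in macrophage-like cells and 988, 879 and 979 in granulocyte-like cells. In PTEC-like cells it had 7.22, 9.90 and 2.22, and in the other tubular cells 9.06, 11.2 and 2.04. *Cxcr4* had 133 CPM in macrophage-like cells of *Aoah-/-* mouse 2, 344 in *Aoah-/-* mouse 3 and 194 in the WT mouse. These are levels of single genes, and communication scores were not analysed here.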

ISO-1 is the first MIF inhibitor 35, 36, which can bind the MIF tautomerase active site and block the interaction between MIF and CD74 35, 37. Mice in the experimental group were pretreated with ISO-1 (20mg/kg) 1 day before FA injection and thereafter given an injection of ISO-1 (3.5mg/kg) every other day (Figure 8A). ISO-1 treatment led to less loss of body weight, lower BUN and SCr in *Aoah^-/-^* mice (Figure 8B). Flow cytometry analysis indicated that ISO-1 treatment effectively suppressed immune cells infiltration in the kidneys of both *Aoah^-/-^* mice and WT mice (Figure 8C). Additionally, ISO-1 treatment decreased renal CD74 expression in both *Aoah^-/-^* mice and WT mice (Figure 8D). More supporting evidences that ISO-1 alleviated renal fibrosis were provided by western blot (Figure 8D), immunofluorescence staining of α-SMA (Figure 8E) and Masson trichrome staining (Figure 8F).

### The expression of AOAH and CD74 in renal biopsies from patients with CKD

Previous research has demonstrated highest AOAH expression and activity levels in mouse kidneys 17. However, its expression in human kidneys has not been previously investigated. Therefore, a preliminary study on a small sample of CKD patient kidney biopsies was conducted. Immunohistochemical staining determined that AOAH was primarily expressed in TECs in the kidney biopsy tissue of CKD patients (Figure 9A). We further determined that AOAH expression was positively correlated with eGFR but negatively correlated with the degree of renal fibrosis (Figure 9A). Additionally, we observed a negative correlation between CD74 expression and eGFR levels in CKD patients from the Nephroseq database (nephroseq.org), as depicted in Figure S11. This finding was further supported by immunohistochemistry analysis of kidney biopsies obtained from CKD patients (Figure 9B). Furthermore, our results demonstrated a positive association between CD74 expression and renal fibrosis (Figure 9B).

## Discussion

In the current study, we investigated the potential role of kidney AOAH in response to kidney injury. The major findings are as follows: 1. AOAH deletion exacerbated kidney injury in association with increased inflammation and fibrosis in different kidney injury models; 2. ScRNA-seq revealed that AOAH expression was predominantly observed in PTECs, and a CD74^+^ PTECs subpopulation was selectively expanded in FA-treated *Aoah^-/-^* mice; 3. ScRNA-seq analysis further revealed that CD74-expressing PTECs may contribute to the augmented kidney injury in FA-treated *Aoah^-/-^* mice through activation of the CD74-MIF proinflammatory pathway; 4. Either upregulating *Aoah* or inhibiting CD74-MIF interaction led to ameliorated kidney injury and fibrosis in *Aoah^-/-^* mice after FA treatment; 5. AOAH expression was positively correlated with eGFR but negatively with the degree of renal fibrosis in CKD patients.

AOAH is a highly conserved host lipase originally discovered in phagocytes that selectively hydrolyzes acyloxyacyl bonds in the lipid A moiety, hence detoxifying LPS 15, 18. Feulner *et al*. 17 confirmed AOAH expression in renal cortical tubules and observed that TECs were capable of synthesizing and secreting AOAH into urine, thereby providing protection against urinary tract infections. Additionally, recent research has found high expression level of AOAH in human psoriatic skin lesions 26. However, the expression of AOAH in human kidney tissues has not been previously documented. In this study, we determined the expression of AOAH in human kidneys and established a positive relationship between AOAH expression and eGFR, and showed a negative relationship between AOAH expression and the extent of renal fibrosis. Larger sample size and other biological samples such as blood and urine might help us to illustrate the role of AOAH in human kidneys. We also confirmed that mRNA and protein levels of AOAH significantly decreased in mouse models of kidney injury. In addition, while previous research of AOAH has often focused on its classical enzymatic activity in the LPS model 19-22, 38, there is limited information available regarding a potential role of AOAH in non-microbial organ fibrosis. Here we present evidences for the first time that AOAH exerts a protective effect against renal fibrosis independently of acyloxyacyl hydrolase activity.

CD74, a type II transmembrane glycoprotein, acts as a regulator for protein trafficking and functions as a cell membrane receptor for MIF, d-dopachrome tautomerase and bacterial proteins 35, 39-41. The majority of CD74 protein were present intracellularly, while only a mere fraction (2-5%) can be found on the cell surface 40, 42. Limited data exists regarding CD74 expression in renal cells. Although CD74 is expressed at low baseline levels, abnormal glucose levels and inflammatory cytokines can increase its expression in TECs 36, 42. The data obtained from the Nephroseq database (nephroseq.org) revealed that CD74 expression was negatively correlated with eGFR in patients with IgA nephropathy, focal segmental glomerulosclerosis and other types of CKD. Previous research has reported an upregulation of CD74 expression in both clinical and experimental cases of diabetic nephropathy 42. Moreover, the expression of certain CD74 ligands such as MIF, is also upregulated in kidney disease, which stimulates the expression of inflammatory mediators in TECs and podocytes and promotes inflammatory cells infiltration by interacting with CD74^42^-^45^. However, little evidence exists concerning the involvement of CD74 signaling machinery in renal fibrosis. Recently, researchers discovered that CD74 promotes cyst growth and renal fibrosis in autosomal dominant polycystic kidney disease through MIF/CD74 axis 46. Here, we have demonstrated increased CD74^+^ PTECs as well as elevated CD74 expression in FA-induced renal injury model with the lack of *Aoah*, and suggested that AOAH plays a protective role in renal fibrosis by inhibiting CD74 signaling pathways.

Previous research has shown the therapeutic potential of AOAH in the LPS model. Shao *et al.* 20 found that LPS induced significant enlargement of liver and promoted leukocytes infiltration in *Aoah^-/-^* mice, while recombinant AOAH restored LPS deacylating ability and prevented LPS-induced hepatotoxicity. Liu *et al.* 47 showed that upregulated AOAH expression by overexpression of heat shock protein 12A could reduce cytosolic LPS content, inhibit caspase-11-mediated pyroptosis and protect against LPS-induced liver injury. Here, we found that overexpression of *Aoah* exhibited a potent rescuing effect, which significantly alleviates weight loss and renal impairment, and reduces renal inflammation and fibrosis. Taken together, these findings suggest that AOAH holds promising therapeutic potential for clinical treatment.

We acknowledge that our research may have some limitations. We employed global *Aoah* knockout mice rather than kidney proximal tubule-specific* Aoah* knockout mice. Although the unique role of AOAH in the kidneys has been determined through scRNA-seq, conditional knockout mice and transgenic mice may provide more valuable insights into potential biological mechanism of AOAH in renal injury. Additionally, we currently do not know whether macrophage-derived AOAH are responsible for the worse injury, inflammation and fibrosis in the FA and UUO models. A macrophage deletion strategy or the use of bone marrow chimera approach to separate the role of AOAH in leukocytes compared to intrinsic renal tubular cells may help to address this important point. Our results have suggested that AOAH protected against renal fibrosis by inhibiting CD74 signaling pathway, the precise mechanism underlying the interaction between AOAH and CD74, however, remains unknown. Further work is vital to gain a deeper understanding of the biological mechanism.

In summary, our findings suggest that AOAH plays a novel role in inhibiting renal tubular epithelial cell CD74 signaling pathways and thereby mitigating renal injury and fibrosis through modulation of the tubule-macrophage crosstalk.

## Conclusion

Our study demonstrates that AOAH plays a protective role in renal inflammation and fibrosis by inhibiting renal tubular epithelial cell proinflammatory responses via affecting CD74 signaling pathways. Therefore, targeting kidney AOAH represents a promising strategy to prevent renal fibrosis progression.

## Supplementary Material

Supplementary methods, figures and checklist table.

## Figures and Tables

**Figure 1:**
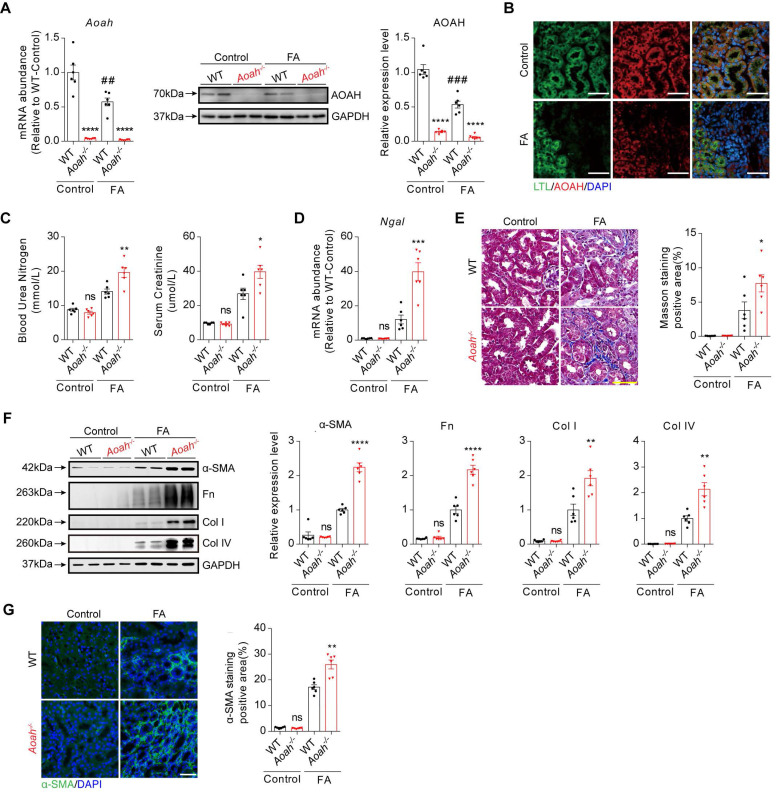
***Aoah^-/-^* mice exhibited more severe kidney injury and fibrosis than WT mice in folic acid (FA)-induced renal fibrosis model.** Male wild-type (WT) and *Aoah^-/-^* mice aged 8-10 weeks intraperitoneally received FA (250 mg/kg) or vehicle and were euthanized 2 weeks later. (A) The expression level of AOAH in kidneys after FA administration was examined by qPCR and western blot. Densitometric analysis of western blots was shown. (B) Immunofluorescence co-staining of AOAH and lotus tetragonolobus lectin (LTL) in kidneys of WT mice after FA treatment. Images of immunofluorescence were taken at 600x magnification. Scale bar, 50 μm. (C) Blood urea nitrogen (BUN) and serum creatinine (SCr) levels on day 14 after FA injection. (D) The *Ngal* mRNA level in whole kidney homogenates after FA administration. (E) Sections were stained for Masson trichrome and positive area was quantified to evaluate the degree of renal fibrosis in mouse kidneys. Scale bar, 50μm. (F) The expression of alpha-smooth muscle actin (α-SMA), fibronectin (Fn), collagen I (Col I) and collagen IV (Col IV) was examined by western blot analysis. Densitometric analysis of western blots was shown. (G) Representative images of immunofluorescence staining of α-SMA. Scale bar, 20μm. The percentage of α-SMA-positive area was analyzed using ImageJ software. Data were presented as mean ± standard error of the mean (SEM). Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT and *Aoah^-/-^* mice; # represents comparison within WT mice; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; ##*P*<0.01, ###*P*<0.001; ns indicates no significant differences; *n*=6 for all. Similar results were obtained in 3 independent experiments with 6 to 7 mice per group.

**Figure 2:**
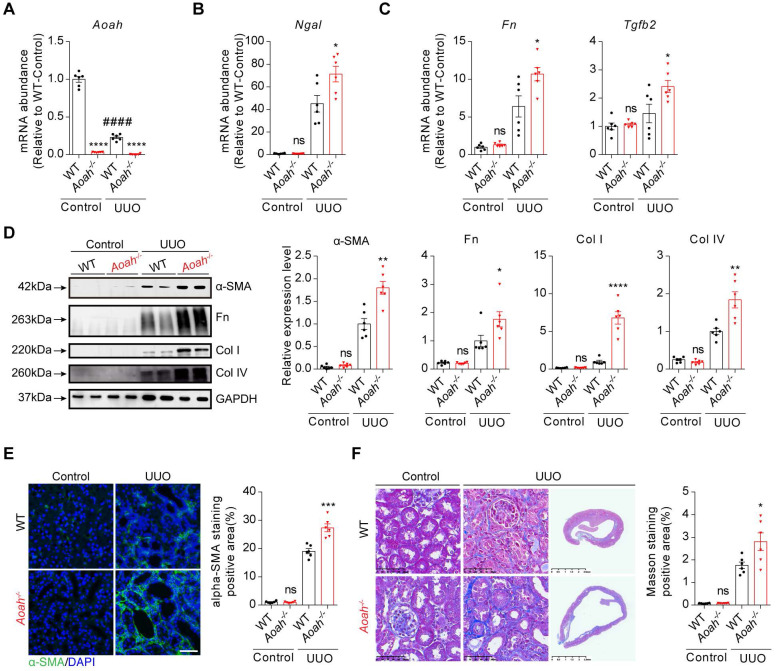
***Aoah^-/-^* mice exhibited more severe kidney injury and fibrosis than WT mice in unilateral ureteral obstruction (UUO)-induced renal fibrosis model.** Male WT and *Aoah^-/-^* mice aged 8-10 weeks were sham-operated or underwent ureter ligation and were euthanized 2 weeks later. (A) *Aoah* mRNA expression after UUO operation was examined by qPCR. (B-C) The mRNA levels of *Ngal*, fibronectin (*Fn*) and transforming growth factor beta 2 (*Tgfb2*) 2 weeks after UUO induction were determined by qPCR. (D) Protein expression of α-SMA, Fn, Col I and Col IV was examined by western blot analysis. Densitometric analysis of western blots was shown. (E) The degree of renal fibrosis was evaluated via immunofluorescence staining of α-SMA and positive area was quantified. Scale bar, 20μm. (F) Representative images of Masson trichrome staining of kidney sections. Scale bar, 50μm. Right panels show kidneys in the full view; Scale bar, 2.5mm. The percentage of interstitial fibrotic area was analyzed using ImageJ. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT and *Aoah^-/-^* mice; # represents comparison within WT mice; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; ####*P*<0.0001; ns indicates no significant differences; *n*=6 for all. Similar results were obtained in 3 independent experiments with 6 to 7 mice per group.

**Figure 3:**
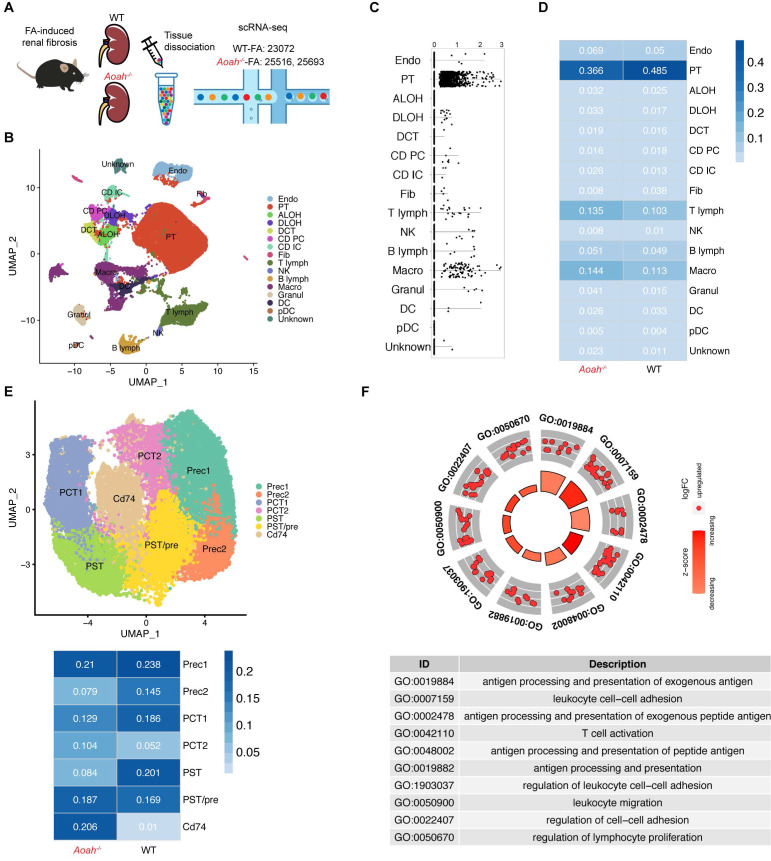
***Aoah* deficiency significantly increased the population of CD74^+^ proximal tubular epithelial cells (PTECs) in FA-induced renal fibrosis.** Single-cell RNA sequencing was performed on kidneys harvested on day 14 from WT mice (*n*=1) and *Aoah^-/-^* mice (*n*=2) after FA induction. (A) Summarized study design and experimental procedure. The sequencing was performed on 10x Genomics Chromium system according to the protocol. (B) UMAP plots showing cell populations within mouse kidney tissues. Assigned clusters include: endothelial (Endo), proximal tubule (PT), ascending limb of Henle's loop (ALOH), descending limb of Henle's loop (DLOH), distal convoluted tubules (DCT), collecting duct principal cell (CD-PC), collecting duct intercalated cell (CD-IC), fibroblast (Fib), T lymphocyte (T lymph), natural killer cell (NK), B lymphocyte (B lymph), macrophage (Macro), granulocyte (Granul), dendritic cell (DC), plasmacytoid dendritic cell (pDC), unknown cells (Unknown). (C) *Aoah* expression in different kidney cell types was shown. (D) Percentages of different cell populations in kidneys of WT and *Aoah^-/-^* mice were analyzed. (E) Subgroup analysis of PT cells was performed and percentages of different PT subpopulations in WT and *Aoah^-/-^* mice were shown. (F) Gene ontology (GO) analysis was used for CD74^+^ PTECs and the top significant terms of GO enrichment analysis were shown.

**Figure 4:**
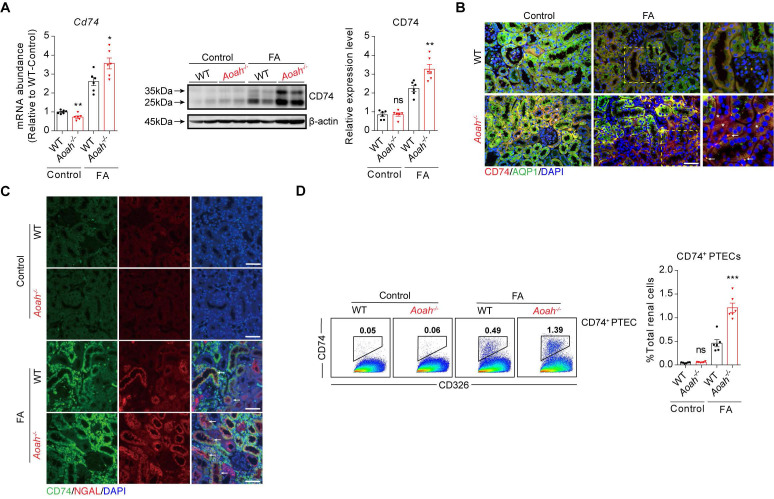
***Aoah* deficiency significantly increased kidney CD74 expression in FA-induced renal fibrosis.** Male WT and *Aoah^-/-^* mice aged 8-10 weeks intraperitoneally received FA (250 mg/kg) or vehicle and were euthanized 2 weeks later. (A) The mRNA and protein levels of CD74 in kidneys after FA administration were examined by qPCR and western blot. Densitometric analysis of western blots was shown. (B) The immunofluorescence double staining of CD74 and aquaporin1 (AQP1) in mice kidney. Right panels are magnification of hatched boxes. Arrows denote CD74^+^ immune cells. Asterisks represent CD74^+^ PTECs. Scale bar, 20μm. (C) The immunofluorescence staining of CD74 and NGAL in mice kidney. Arrows represent CD74^+^ PTECs co-express NGAL. Scale bar, 20μm. (D) Proportion of CD74^+^ PTECs in kidney-derived single-cell suspensions. CD326^+^CD74^+^ cells were considered CD74^+^ PTECs. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT and *Aoah^-/-^* mice; *P<0.05, **P<0.01, ***P<0.001; ns indicates no significant differences; *n*=6 for all. Similar results were obtained in 3 independent experiments with 6 to 7 mice per group.

**Figure 5:**
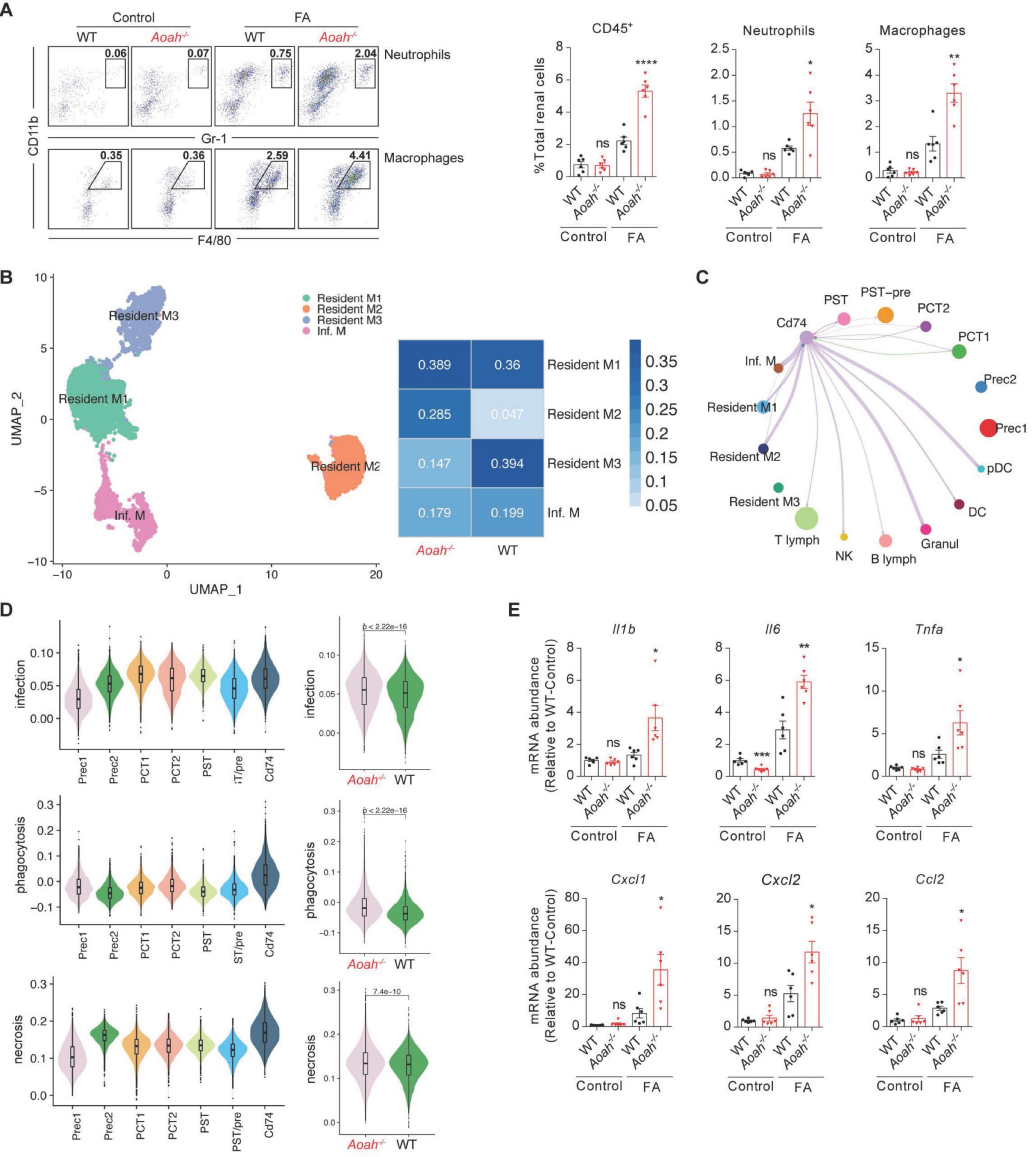
***Aoah* deficiency promoted recruitment of innate immune cells, which interacted with CD74^+^ PTECs to produce proinflammatory cytokines.** Male WT and *Aoah^-/-^* mice aged 8-10 weeks intraperitoneally received FA (250 mg/kg) or vehicle and were euthanized 2 weeks later. (A) Proportion of total leukocytes, neutrophils and macrophages in kidney-derived single-cell suspensions. CD45^+^ cells were considered total leukocytes; CD11b^+^Gr-1^+^ cells were considered neutrophils; CD11b^+^F4/80^+^ cells were considered macrophages. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT and *Aoah^-/-^* mice; *P<0.05, **P<0.01, ****P<0.0001; ns indicates no significant differences; *n*=6 for all. Similar results were obtained in 3 independent experiments with 6 to 7 mice per group. (B) Subgroup analysis of macrophages was performed and percentages of different macrophages subpopulations in WT and *Aoah^-/-^* mice were shown. (C) Cell-cell communication between CD74^+^ PTECs and immune cells. (D) Inflammation-related functional analysis of PT cell subsets in WT and *Aoah^-/-^* mice was presented in the form of a violin diagram. (E) The mRNA expression of inflammatory cytokines in kidneys of WT and *Aoah^-/-^* mice was examined by qPCR. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT and *Aoah^-/-^* mice; *P<0.05, **P<0.01; ns indicates no significant differences; *n*=6 for all. Similar results were obtained in 3 independent experiments with 6 to 7 mice per group.

**Figure 6:**
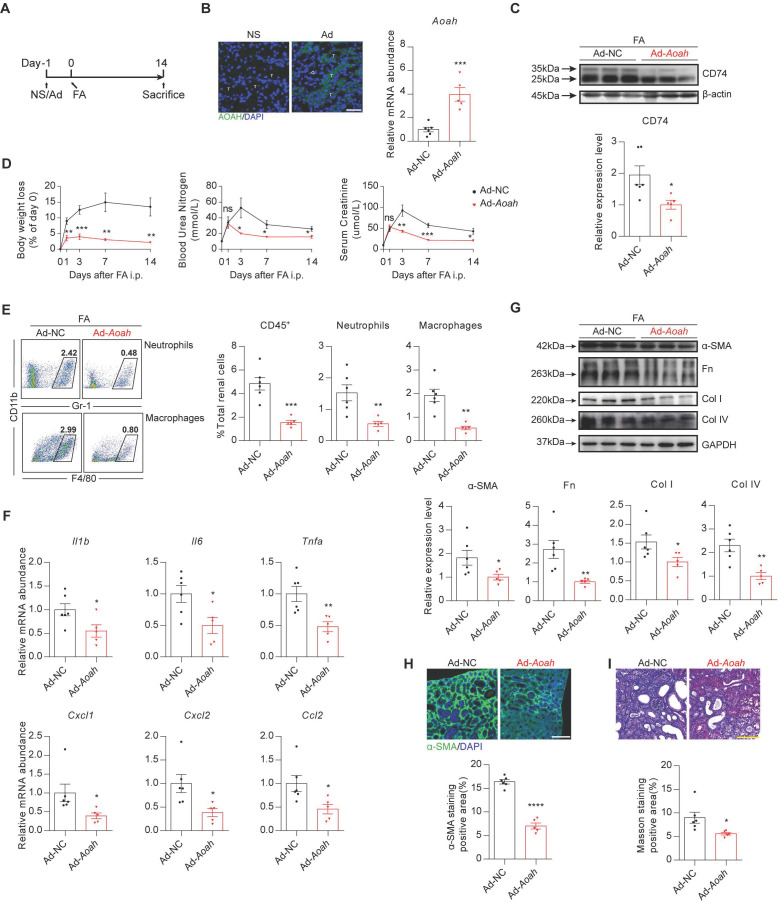
**Renal overexpression of *Aoah* rescued renal fibrosis caused by *Aoah* deficiency in FA-induced renal fibrosis.** Male *Aoah^-/-^* mice aged 8-10 weeks received normal saline (NS), *Aoah* overexpression adenoviruses (Ad-*Aoah*) or control adenoviruses (Ad-NC) respectively by tail vein injection 1 day before FA (250 mg/kg) induction, and were euthanized 2 weeks after FA administration. (A) Summarized design and procedure of the rescue experiment. (B) Infection and rescue efficiency of adenovirus were identified by GFP staining (magnification x400) and qPCR. White ”T” labeled tubules; white “G” labeled glomerulus. Scale bar, 20μm. (C) CD74 expression in kidneys of FA-treated *Aoah^-/-^* mice was examined by western blot after infection. Densitometric analysis of western blots was shown. (D) Body weight, BUN and SCr were recorded at the indicated time points. (E) Proportion of total leukocytes, neutrophils and macrophages in kidney-derived single-cell suspensions. CD45^+^ cells were considered total leukocytes; CD11b^+^Gr-1^+^ cells were considered neutrophils; CD11b^+^F4/80^+^ cells were considered macrophages. (F) The mRNA expression of inflammatory cytokines in kidneys of *Aoah^-/-^* mice that received *Aoah* overexpression adenoviruses or control adenoviruses infection was examined by qPCR. (G) Protein expression of α-SMA, Fn, Col I and Col IV was determined by western blot analysis. Densitometric analysis of western blots was shown. (H) Representative images of kidney sections with α-SMA immunofluorescence staining (magnification x200). Scale bar, 50μm. The positive staining area was quantified via ImageJ. (I) Representative images of Masson trichrome staining and quantification of fibrotic area. Scale bar, 100μm. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between Ad-*Aoah*-infected and Ad-NC-infected *Aoah^-/-^* mice; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001; ns indicates no significant differences; *n*=3 in NS group, *n*=6 in Ad-NC group, *n*=5 in Ad-*Aoah* group. Similar results were obtained in 3 independent experiments with 3 to 6 mice per group.

**Figure 7:**
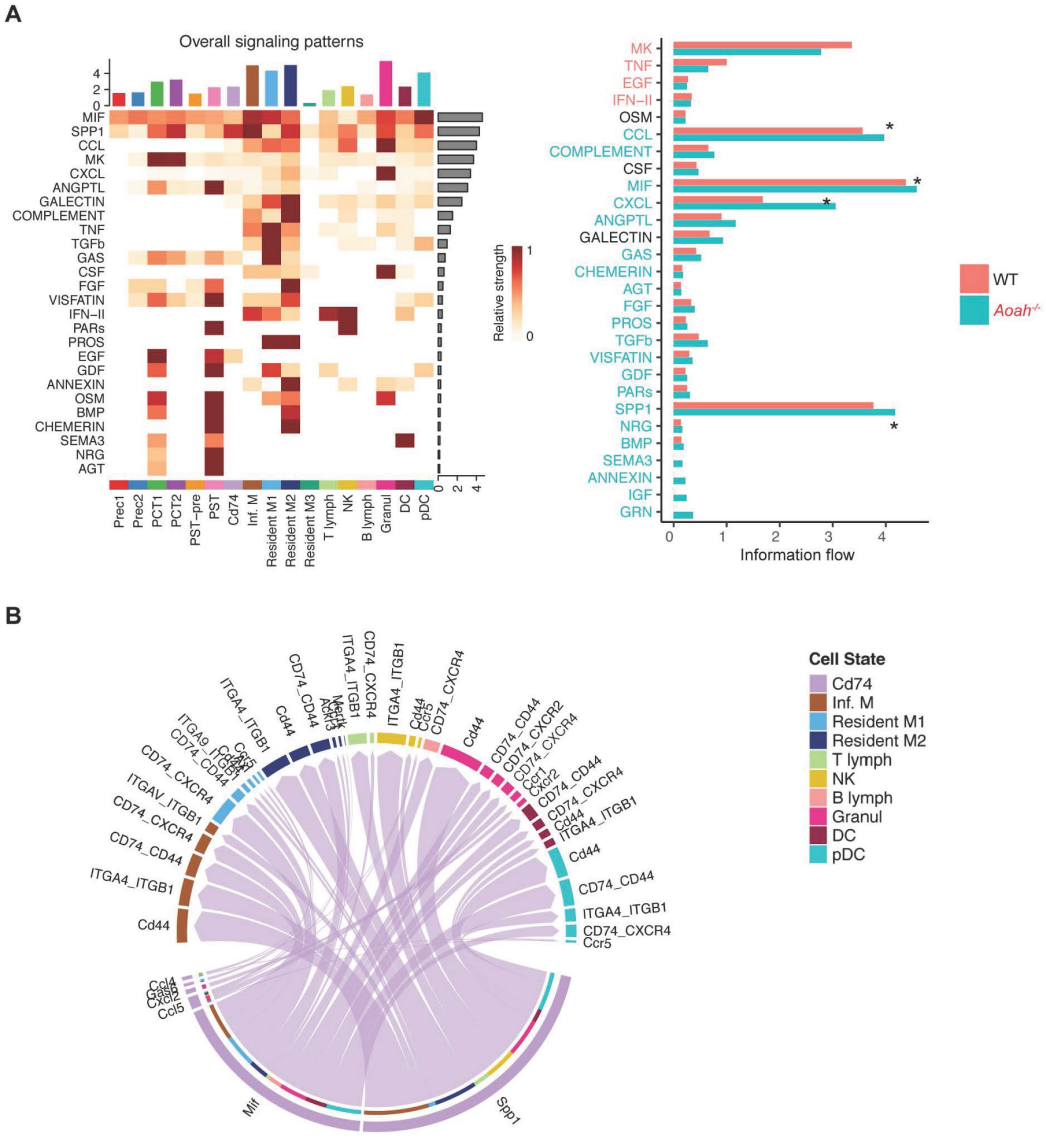
**CD74^+^ PTECs may contribute to renal inflammation and fibrosis by secreting or activating relative ligands.** (A) Differences of cell-cell interaction pathway and receptor-ligand interaction between PT subpopulations and immune cells were analyzed using CellChat. (B) Receptor-ligand pairs were used to infer communication between CD74^+^ PTECs and immune cells.

**Figure 8:**
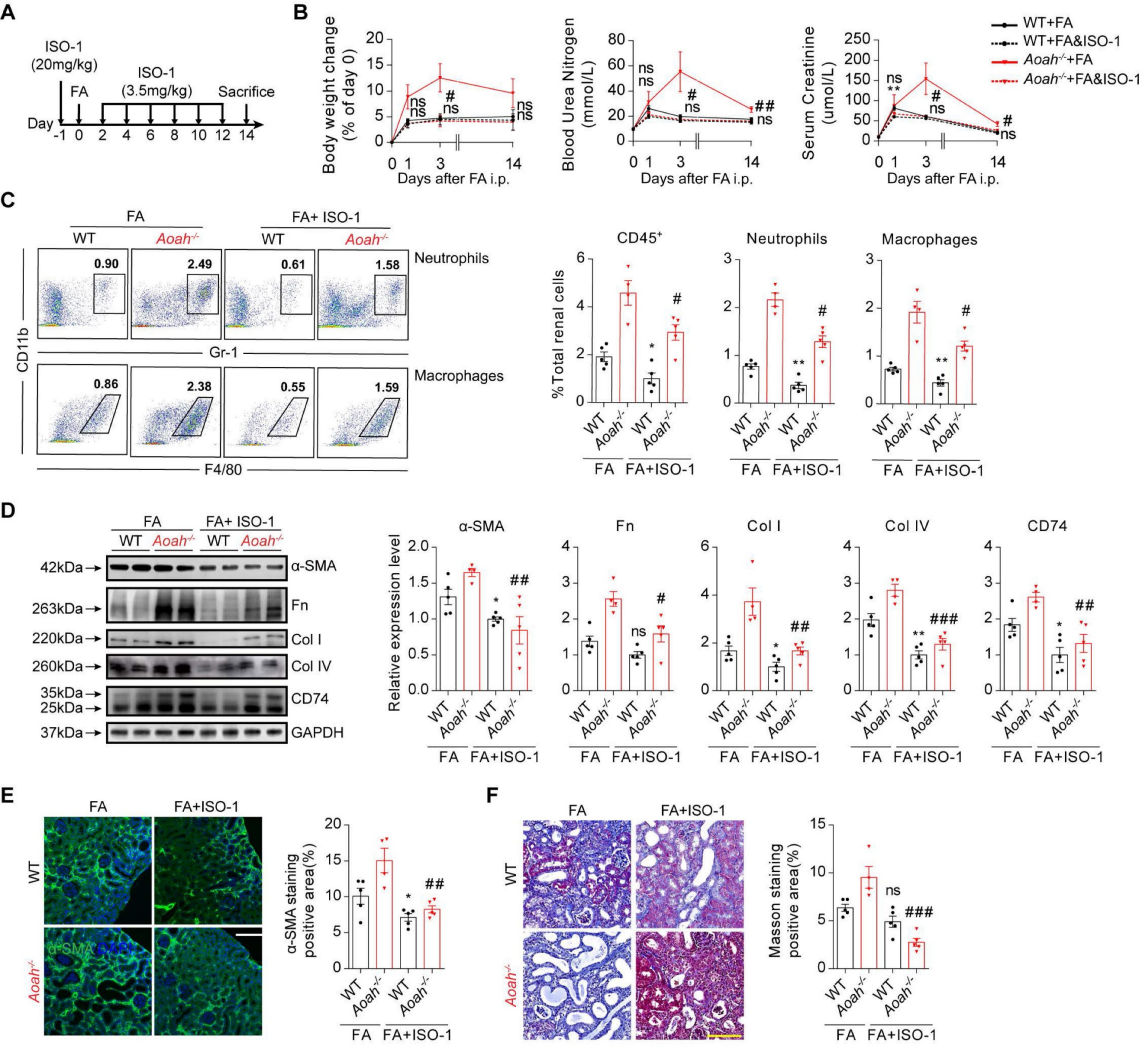
** Exogenous inhibition of CD74 pathway with methyl ester of (S, R)-3-(4-hydroxyphenyl)-4,5-dihydro-5-isoxazole acetic acid (ISO-1) alleviated FA-induced kidney injury and fibrosis.** Male WT mice or *Aoah^-/-^* mice aged 8-10 weeks were randomly assigned to the ISO-1 treatment group or the control group. For the ISO-1 treatment group, mice were given a single dose of ISO-1 (20mg/kg) 1 day before FA induction, and were administered with ISO-1 (3.5mg/kg) every 2 days after. Mice that received an equal volume of vehicle were used as controls. All mice intraperitoneally received FA (250 mg/kg) and were euthanized 2 weeks later. (A) Summarized procedure of the experimental design. (B) Body weight, BUN and SCr were recorded at the indicated time points. (C) Proportion of total leukocytes, neutrophils and macrophages in kidney-derived single-cell suspensions. CD45^+^ cells were considered total leukocytes; CD11b^+^Gr-1^+^ cells were considered neutrophils; CD11b^+^F4/80^+^ cells were considered macrophages. (D) Protein expression of fibrotic components (α-SMA, Fn, Col I and Col IV) and CD74 in kidneys was determined by western blot analysis. Densitometric analysis of western blots was shown. (E) Representative images of kidney sections with α-SMA immunofluorescence staining (magnification x200). Scale bar, 50μm. The positive staining area was quantified using ImageJ. (F) Representative images of Masson trichrome staining and quantification of fibrotic area. Scale bar, 100μm. Data were presented as mean ± SEM. Two-tailed student's t test was used to calculate statistical significance. * Represents comparison between WT mice groups; # represents comparison between *Aoah^-/-^* mice groups. *P<0.05, **P<0.01; #*P*<0.05, ##*P*<0.01, ###*P*<0.001; ns indicates no significant differences; *n*=5 for all, except for ISO-1-treated *Aoah^-/-^* mice group at day 14 (*n*=4). Similar results were obtained in 3 independent experiments with 5 to 6 mice per group.

**Figure 9:**
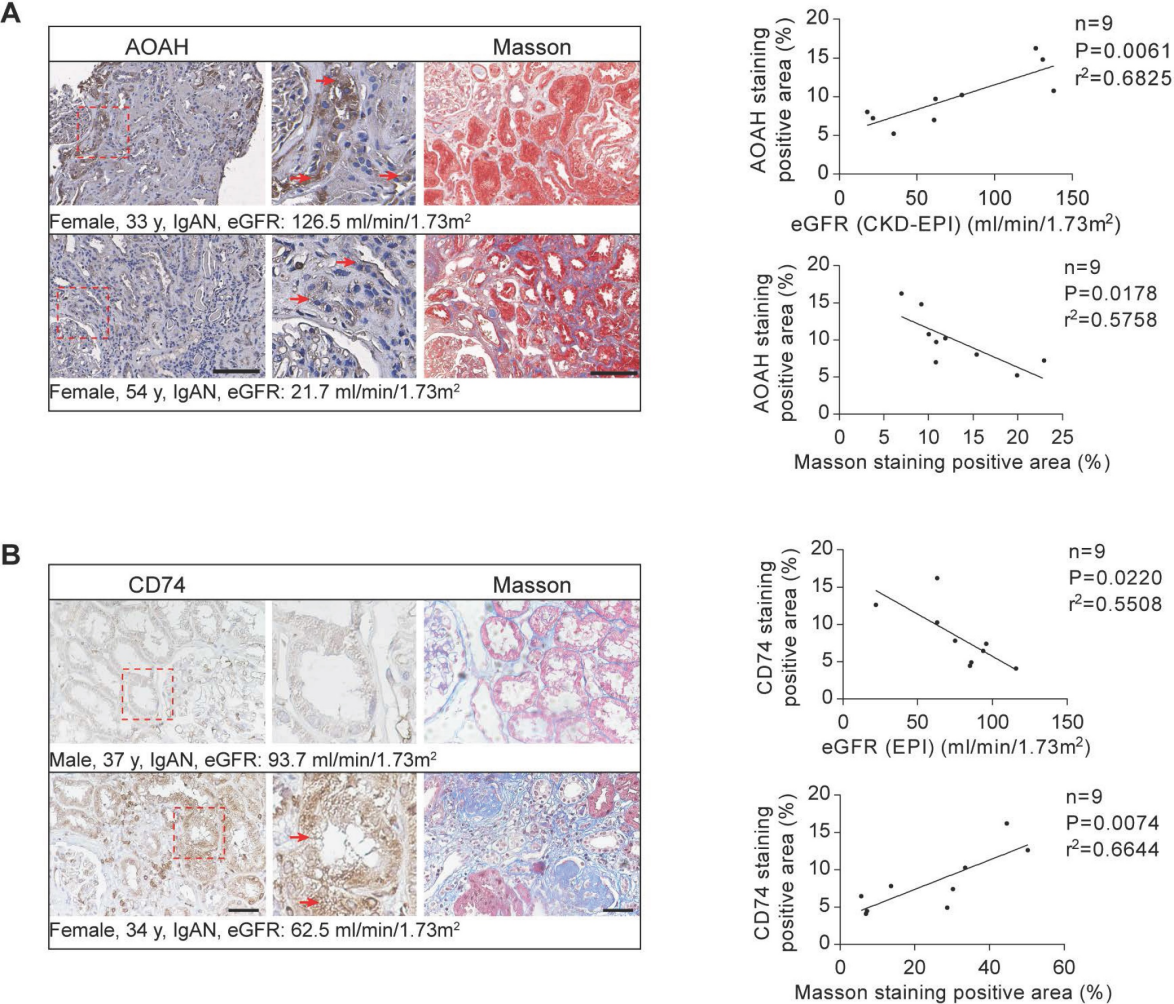
** AOAH and CD74 expression in human CKD biopsies and correlation with disease progression.** Immunohistochemistry and Masson's trichrome staining of 3μm-thick sections were used to analyze the expression of AOAH, CD74 and the fibrotic area in human kidney tissues. Middle panels are magnification of hatched boxes. Arrows denote staining positive renal tubules. (A) The relationship between AOAH expression level in kidneys of CKD patients and estimated glomerular filtration rate (eGFR) (*n*=9; *r^2^*=0.6825; *P*=0.0061) was determined by using linear regression analysis, as was the relationship between AOAH expression level in kidneys of CKD patients and the degree of renal fibrosis (*n*=9; *r^2^*=0.5758; *P*=0.0178). Scale bar, 100 μm. (B) A linear regression analysis was performed to determine the relationship between CD74 expression in kidneys of CKD patients and eGFR (*n*=9; *r^2^*=0.5508; *P*=0.0220), as was the relationship between renal CD74 expression level and the degree of fibrosis (*n*=9; *r^2^*=0.6644; *P*=0.0074). Scale bar, 20 μm.

## Abbreviations

CKD: chronic kidney disease
AOAH: acyloxyacyl hydrolase
PTEC: proximal tubular epithelial cell
FA: folic acid
ISO-1: methyl ester of (S, R)-3-(4-hydroxyphenyl)-4,5-dihydro-5-isoxazole acetic acid
MIF: macrophage inhibition factor
ESRD: end-stage renal disease
TEC: tubular epithelial cell
EMT: epithelial-to-mesenchymal transition
AKI: acute kidney injury
LPS: lipopolysaccharide
scRNA-seq: single-cell RNA sequencing
eGFR: estimated glomerular filtration rate
SEM: standard error of the mean
WT: wild-type
BUN: blood urea nitrogen
SCr: serum creatinine
NGAL: neutrophil gelatinase-associated lipocalin
Fn: fibronectin
α-SMA: αlpha-smooth muscle actin
Col I: collagen I
Col IV: collagen IV
LTL: lotus tetragonolobus lectin
UUO: unilateral ureteral obstruction
UMAP: uniform manifold approximation and projection for dimension reduction
IL1β: interleukin-1 beta
IL6: interleukin-6
TNFα: tumor necrosis factor alpha
CCL: C-C motif chemokine ligand
CCL2: C-C motif chemokine ligand 2
CXCL: C-X-C motif ligand
CXCL1: C-X-C motif chemokine ligand 1
CXCL2: C-X-C motif chemokine ligand 2
SPP1: secreted phosphoprotein 1
Ad: adenovirus

How the deposited data were processed for this re-analysis (not part of the article)

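Kidney cells of 2 *Aoah-/-* mice (replicates 2 and 3) and 1 WT mouse (replicate 3), collected on day 14 after FA treatment, were profiled by droplet scRNA-seq, 1 library per mouse. The paper's text does not name the reference genome, the cell filters, the clustering settings or the marker genes of this experiment and refers to supplementary methods. The authors deposited, for each library, a matrix of raw UMI counts of 27998 genes in barcodes already called as cells, with gene identifiers and barcodes in separate lists. These counts were not normalized or filtered further by the authors as far as the values show: all are whole numbers, and the libraries sum to 167222984, 161015021 and 158551992 UMIs. The lowest UMI total per barcode differed between the libraries (500, 1672 and 500 for *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse), so the calling of cells was not alike. Of the genes, 65 repeat a symbol of another gene, and 9 of the marker genes chosen here are absent from the files, among them those of the T cell receptor and the immunoglobulins.

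Barcodes with fewer than 200 genes or with more than 50% of UMIs from the 13 mitochondrial genes were left out. This left out 4148 barcodes (16.3%) of *Aoah-/-* mouse 2, 5001 (20.3%) of *Aoah-/-* mouse 3 and 4870 (21.1%) of the WT mouse. The median of the kept cells was 3357, 3678 and 3859 UMIs. Counts were scaled to 10000 UMIs per cell and log-transformed for clustering only. The 3 libraries were clustered together with scanpy 1.11.5 on the 2000 most variable genes, with *Aoah*, *Cd74* and the MHC class II genes (12 genes) left out, 50 principal components, 15 neighbours and the Leiden method of igraph 0.11.9 at resolution 1. No correction between libraries was applied. PTEC-like cells were clustered again with 30 principal components at resolution 0.5, and macrophage-like cells at resolution 0.3.

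Markers of each class were fixed beforehand. A cluster's level of each gene, in CPM with 10 added, was divided by the median over the clusters of at least 50 cells, and genes detected in fewer than 10% of its cells were not used. The cluster was named for the class whose 5 best markers had the highest mean log2 fold. That mean had to be at least 2, at least 3 markers had to be at 2-fold or more, and the 10 leading genes had to hold a marker of the class and not more markers of another class. Clusters of another class stayed unnamed if the PTEC markers reached 0.5 of its strength, and clusters led by injury genes if they did not. This rule replaced a first rule after values under the first rule had been seen, and the first rule is reported as an added alternative. It took folds against all other cells, a mean log2 fold of at least 1 and a marker among the 20 leading genes, and a cluster led by injury genes needed 3 PTEC markers at 1.5-fold. Doublets were kept. Scrublet, run in scanpy with an expected rate of 0.08, called 2.41% of the cells of *Aoah-/-* mouse 2, 1.35% of the WT mouse and 0% of *Aoah-/-* mouse 3, so its automatic threshold did not work there.

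Cells were not treated as replicates. UMIs were summed per library and class and given per 1000000 UMIs (CPM), with exact Poisson 95% intervals, and shares of cells were given with exact Clopper-Pearson 95% intervals (scipy 1.17.1). Because the WT group has 1 library, no test across mice was made and no p-value, standard error or count of changed genes is given. Differences are the mean of the 2 *Aoah-/-* libraries minus the WT library, or the log2 of their ratio, with the SD between the 2 *Aoah-/-* libraries. For shares of cells with a UMI, each cell was thinned to 1000 UMIs without replacement, and cells with fewer were left out. Free RNA was judged from ascending limb-, distal convoluted tubule- and intercalated-like cells. Gene lists fixed beforehand held 10 MHC class II, 8 MHC class I, 10 leukocyte adhesion, 20 phagocytosis, 15 necrosis and 6 PTEC injury genes, and the Ccl and Cxcl families had 24 and 12 genes. A list of 12 peritoneal macrophage genes and a list of 8 mesothelial genes were written after the clusters had been seen and before their levels were read. Genes beyond those of the paper were chosen by a rule fixed beforehand: in PTEC-like and in macrophage-like cells, the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 50 CPM in a group and with both *Aoah-/-* libraries on the same side of the WT library by more than the gap between them. For these genes 1 CPM was added before the log2 ratio was taken. Gene positions are those of GENCODE M21 on GRCm38, matched by Ensembl identifier, since the files do not name a build.

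The alternatives were a limit of 20% mitochondrial UMIs, at least 500 genes, all barcodes, removal of Scrublet's doublets or of the 10% of cells with the highest score, resolution 2, 30 principal components (15 for subclusters), each library clustered alone, named cells as denominator, other thinning depths (500 and 2000 UMIs) or none, at least 2 *Cd74* UMIs, PTEC-like cells with an immune marker UMI left out, means of per-cell values, subtraction of the background, and each *Aoah-/-* library left out in turn. The thinning was repeated with 20 further random draws after seeing the data. Alternatives added after seeing the data were a minimum of 1672 UMIs in all libraries, the first naming rule, and leaving out single subclusters. GO enrichment, pseudotime and cell communication were not analysed here. The steps were tested on simulated data of 3 libraries with 3000 cells each in 12 classes, with 5% of free RNA. The simulated cells of a class were random draws from a single pooled profile of real cells chosen by the same markers, so they were easier to name than real cells. All of them (100%) received their own class, and a simulated log2 change of *Cd74* in PTEC-like cells of 1.39 was recovered as 1.47. Free RNA had the same profile and share in all 3 libraries, and no barcode mixed cells. The simulation therefore could not test whether free RNA that differs between libraries, or mixed barcodes, change *Cd74*. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and anndata 0.12.19 were used, and matplotlib 3.10.9 for figures.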

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

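The tests of free RNA, of immune markers, of barcodes with an immune cell and of the injury-gene subcluster for *Cd74*, the test of *Ifi27* in other classes and that of *Tpm3* over all classes were chosen after the results were seen. Leaving out PTEC-like cells with an immune marker UMI was itself an alternative set beforehand. Only its use as a test of barcodes with an immune cell came later. Apart from *Cd74* in PTEC-like cells, the results in this part are signals in cell classes or genes that the paper does not discuss. None has a replicate check on the WT side.

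*Cd74* was higher in both *Aoah-/-* libraries in ascending limb-, distal convoluted tubule- and intercalated-like cells, by a log2 ratio of 1.13 of the mean. The rise is larger than the 0.85 of PTEC-like cells, but 62.4%, 74.7% and 36.5% of these other tubular cells in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse held an immune marker UMI, so in them free RNA cannot be told apart from barcodes that also hold an immune cell. Among PTEC-like cells, 52.7%, 60.6% and 32.2% held such a UMI in the same order. The PTEC-like cells without one had a median of 1816, 4734 and 3693 UMIs, against 5891, 7202.5 and 8000 in those with one. Leaving out cells with an immune marker UMI thus also selects by depth. With such cells left out, barcodes that also hold an immune cell are argued against as the whole cause in PTEC-like cells, since the log2 ratio was 0.87. Free RNA cannot be told apart from a rise in PTEC-like cells themselves, because the values go both ways. The other tubular cells left rose over the WT mouse by at most 0.368 of the rise of the PTEC-like cells left (11.7 against 71.4 CPM in *Aoah-/-* mouse 2 and 33.7 against 91.7 in *Aoah-/-* mouse 3), but free RNA itself decides in part which cells are left. RNA of macrophage-, B lymphocyte- and dendritic-like cells at the level of their markers would bring 20.7% and 34.0% of the rise of all PTEC-like cells in these 2 libraries, which is neither small nor most of it. On the other side, 0 of 15 other classes had a whole level below the rise of PTEC-like cells, and T lymphocyte-like cells, with 184, 244 and 114 CPM, were near the 194, 244 and 122 of PTEC-like cells. By the estimate from the markers, immune RNA would bring 102, 129 and 87.3 CPM to PTEC-like cells in the same order. That is most of their whole *Cd74* level in each library, though not of the rise. A larger share of PTEC-like cells in the injury-gene subcluster is argued against as the whole cause, since without that subcluster the log2 ratio in PTEC-like cells was still 0.73, with 137 CPM in *Aoah-/-* mouse 2, 173 in *Aoah-/-* mouse 3 and 93.3 in the WT mouse. Free RNA and a part played by immune cells stay open, as does induction of *Cd74* in tubular cells by the loss of *Aoah*, which was not tested.

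*Cyp24a1* (log2 ratio 2.04), *Lgals3bp* (1.99) and *Ifi27* (1.70) were higher in PTEC-like cells of both *Aoah-/-* libraries. *Cyp24a1* had 96.2 CPM in *Aoah-/-* mouse 2, 68.4 in *Aoah-/-* mouse 3 and 19.2 in the WT mouse, *Lgals3bp* had 105, 86.7 and 23.4, and *Ifi27* had 207, 163 and 56.3. Free RNA is argued against for *Cyp24a1* and *Lgals3bp*, whose levels in PTEC-like cells were at least 7.66 and 2.15 times those of the other tubular cells in each *Aoah-/-* library. For *Ifi27* that ratio was 1.72 and 1.20, too close to 1 to decide. Free RNA is still argued against as its whole cause, since in 6 of 15 other classes the whole level lay below the rise of PTEC-like cells (151 CPM in *Aoah-/-* mouse 2 and 107 in *Aoah-/-* mouse 3), as in dendritic-like cells with 47.5 and 58.2 CPM. Another mix of subclusters is argued against as the whole cause for all 3 genes, since at the WT mouse's weights the log2 ratios were 1.70, 1.64 and 1.43. A change with the loss of *Aoah* and any other difference between these mice stay open, and neither was tested.

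*Umod*, a gene of the ascending limb, was higher in PTEC-like cells (log2 ratio 1.57, with 64.0, 75.1 and 22.8 CPM in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse) and in macrophage-like cells (0.97, with 143, 121 and 67.0). It was higher in both *Aoah-/-* libraries in 14 of the 16 named classes other than ascending limb-like cells, which is consistent with more free RNA of ascending limb cells in these libraries. Expression of *Umod* in PTECs or macrophages was not tested apart from this.

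*Tpm3-rs7* (log2 ratio 3.60) and *Gm8730* (2.35) were higher in macrophage-like cells of both *Aoah-/-* libraries. *Tpm3-rs7* had 974, 644 and 27 UMIs, or 59.3, 59.1 and 3.98 CPM, in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse, and *Gm8730* had 119.9, 123 and 23.1 CPM. A change in macrophages alone is argued against, since the log2 ratio was past 1 in 14 of the 15 other classes with at least 20 UMIs for *Tpm3-rs7* and in 15 of 15 for *Gm8730*. In the class of *Tpm3-rs7* not counted, the WT mouse had 0 UMIs. *Gm8730* is annotated as a processed pseudogene and *Tpm3-rs7* is named for its likeness to *Tpm3*, so their counts are uncertain. Reads shared with *Tpm3* cannot be told apart from a gain of *Tpm3-rs7*. *Tpm3* was lower in both *Aoah-/-* libraries by at least 0.5 of the gain of *Tpm3-rs7* in 10 of 16 classes, among them PTEC-like cells, where the sum of both genes was 80.2, 90.9 and 86.1 CPM. In macrophage-like cells *Tpm3* differed by only -6.99 CPM from the WT mouse while *Tpm3-rs7* gained 55.2, and the sum was 410.5, 419 and 367 CPM. A strain variant against the reference, another difference between the mice that acts in every class, and the loss of *Aoah* stay open and were not tested.

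*Ctsd* (log2 ratio 1.15) and *Abca1* (0.99) were higher in macrophage-like cells of both *Aoah-/-* libraries. *Ctsd* had 1206 CPM in *Aoah-/-* mouse 2, 1611 in *Aoah-/-* mouse 3 and 636 in the WT mouse, and *Abca1* had 88.1, 111 and 49.6. Another mix of macrophage subclusters is argued against as the whole cause, since at the WT mouse's weights the log2 ratios were 0.68 and 0.89. For *Ctsd* part of the rise went with the mix. A change with the loss of *Aoah* stays open and was not tested.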

How the results depend on the processing

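The settings with one lowest UMI total, with the first naming rule, with single subclusters left out, and the further random draws of the thinning were tests chosen after the results were seen. For 20 results, 219 alternatives were listed beforehand, of which 2 gave no value: subtracting the background of the other tubular cells left negative values of *Cd74* (-4.27, -102 and -2.86 CPM in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse) and of MHC class II genes (-47.0, -294 and -24.4) in PTEC-like cells, so no log2 ratio could be formed. The 181 values under 18 settings with both *Aoah-/-* libraries stayed within the spread of the main value in 134 cases, moved beyond it with the same sign in 46, and changed sign in 1. No change of sign was possible for the *Aoah* levels, nor for the largest gains and losses among subclusters, which were chosen anew in each setting. The share of PTEC-like cells, *Cd74* in macrophage-like cells, the Ccl and Cxcl families, and the largest gain among macrophage subclusters stayed within the spread under each of these settings. Of the 55 values added later, 46 stayed within it, 8 moved and 1 changed sign. For all of the values below the cause was not tested, unless it is given. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

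Leaving out 1 of 2 *Aoah-/-* libraries moves a mean by less than their SD whatever the data, and a log2 ratio nearly so, and therefore only a change of sign was read from these values, and 2 of 36 changed sign. The difference in the share of macrophage-like cells ranged from -2.11 to 4.79 percentage points and was negative without *Aoah-/-* mouse 2. The largest gain among macrophage subclusters ranged from -2.66 to 34.1 percentage points and was likewise negative without *Aoah-/-* mouse 2. The difference in the *Cd74*-positive share of PTEC-like cells ranged from 4.21 to 11.2 percentage points and the log2 ratio of *Cd74* in macrophage-like cells from -0.88 to -0.08, without a change of sign. The log2 ratio of *Mif* ranged from -0.16 to -0.04.

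With each library clustered alone, the difference in the share of macrophage-like cells was -0.563 percentage points against 1.34, and that of T lymphocyte-like cells 2.46 against 3.26. The log2 ratio of *Cd74* in PTEC-like cells was then 1.45, that of MHC class II genes 1.34, that of *Spp1* 1.74, and the ratio of necrosis genes between *Cd74*-positive and other PTEC-like cells 0.22. *Aoah* in macrophage-like cells of the WT mouse was 12.6 CPM.

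With at most 20% mitochondrial UMIs, the difference in T lymphocyte-like cells was 3.81 percentage points, the log2 ratio of MHC class II genes in PTEC-like cells 1.02, of *Mif* -0.32 and of *Spp1* 1.15, and the ratios of phagocytosis and necrosis genes 0.29 and 0.65. *Aoah* in PTEC-like cells of the WT mouse was 24.9 CPM. The largest gain and loss among PTEC subclusters were 8.70 and -13.9 percentage points, and the largest loss among macrophage subclusters was -18.4. With at least 500 genes, T lymphocyte-like cells differed by 2.07 percentage points, the largest gain among PTEC subclusters was 6.54 and the largest loss among macrophage subclusters -14.2. With all barcodes, T lymphocyte-like cells differed by 2.30 percentage points, the ratios of phagocytosis and necrosis genes were 0.34 and 0.73, *Aoah* in PTEC-like cells of the WT mouse was 23.7 CPM, and the largest gain among PTEC subclusters was 8.96.

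Removal of Scrublet's doublets gave a log2 ratio of MHC class II genes between *Cd74*-positive and other PTEC-like cells of 2.22, of necrosis genes of 0.15, a *Spp1* ratio of 1.36 and a largest PTEC subcluster gain of 15.9. Removal of the 10% of cells with the highest score gave a difference in the *Cd74*-positive share of 14.5 percentage points. The log2 ratios were then 1.77 for *Cd74* and 1.75 for MHC class II genes in PTEC-like cells, 0.27 for phagocytosis genes and 1.39 for *Spp1*. The *Cd74* level rose from the main setting in *Aoah-/-* mouse 3 alone. The largest PTEC subcluster gain was 16.8, with 1.47% of *Aoah-/-* mouse 2, 33.8% of *Aoah-/-* mouse 3 and 0.798% of the WT mouse, so it came from *Aoah-/-* mouse 3.

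At resolution 2 the ratio of MHC class II genes between *Cd74*-positive and other PTEC-like cells was 2.16, that of necrosis genes 0.042 and the *Spp1* ratio 1.35. With 30 principal components the necrosis ratio was 0.067 and the *Spp1* ratio 1.38. With cells thinned, the necrosis ratio was 0.22. Without thinning, the difference in the *Cd74*-positive share was 17.2 percentage points, since more UMIs per cell give more cells with a UMI. With named cells as the denominator, T lymphocyte-like cells differed by 4.30 percentage points. As a mean of per-cell values, *Aoah* in PTEC-like cells of the WT mouse was 21.8 CPM. With doubled resolution the largest gain among PTEC subclusters was 7.26, and with 15 principal components it was 8.61 and the largest loss -13.7. The gain with 15 principal components came mostly from *Aoah-/-* mouse 2, with 31.5%, against 16.0% of *Aoah-/-* mouse 3 and 15.2% of the WT mouse.

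Among the settings added later, the first naming rule gave a difference in PTEC-like cells of -7.21 percentage points on all barcodes, and with at least 500 genes differences of 8.54 in macrophage-like and 2.73 in T lymphocyte-like cells. Without the macrophage subcluster of largest gain, macrophage-like cells made up 10.1%, 9.25% and 11.0% of the cells of *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse, a difference of -1.35. With that subcluster left out and the lowest UMI total of *Aoah-/-* mouse 3 as a minimum for all libraries, the shares were 8.10%, 8.71% and 6.60%, a difference of 1.81, so the sign depended on cells with few UMIs. With this minimum alone, T lymphocyte-like cells differed by 2.17, the largest gain among PTEC subclusters was 8.09, and the largest loss among macrophage subclusters was -16.5, in a subcluster formed anew with shares of 21.5%, 45.9% and 50.2%. Without the injury-gene subcluster the *Spp1* ratio was 1.37, and the mean necrosis ratio was 0.16 in a single random draw of the thinning. This ratio depends on the draw: over 20 further draws it ranged from 0.15 to 0.28 in *Aoah-/-* mouse 2, from 0.01 to 0.17 in *Aoah-/-* mouse 3 and from 0.08 to 0.23 in the WT mouse.

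The counts of *Aoah* limit what can be said outside PTEC-like and macrophage-like cells, since the WT mouse had 19 UMIs in T lymphocyte-like cells. The single WT library limits each difference, since its own spread between mice is not known. Cells below that lowest UMI total were present in 2 libraries only, which limits any share of cells with few UMIs.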

Differences from the paper's values

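All tests named in this part were set before the data were examined, with these exceptions. The share of subcluster 8, the first naming rule, the settings with one lowest UMI total and the further random draws were looked at after seeing the values. The *Cd74*-positive share of PTEC-like cells of the WT mouse was 7.86%, against the paper's value of about 1.0% in Fig. 3E, read by eye. Here a cell was positive with 1 *Cd74* UMI after thinning, out of all PTEC-like cells, whereas the paper's class is a group of PTECs defined by markers, out of PTECs, so the populations differ. None of the alternatives set before the data were examined reached the paper's value: they ranged from 1.73% with at least 2 *Cd74* UMIs to 25.7% without thinning. The subcluster of PTEC-like cells highest in injury genes held 0.852% of those of the WT mouse, but 1.51% and 5.85% of those of the *Aoah-/-* mice, for which the paper gives about 21% in Fig. 3E, read by eye.

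The paper states that most PTEC subsets decreased in *Aoah-/-* mice. Of the 10 subclusters found here, both *Aoah-/-* libraries lay below the WT mouse in 4, and their mean lay below it in 5. These counts include subcluster 6, led by genes such as *Pf4* and *Ppbp*, on the side below. On the side above they include subcluster 2, led by genes such as *Cd52* and *Ptprc*. Neither need be a subset of PTECs.

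The paper states a higher proportion of macrophages in *Aoah-/-* mice. The mean of the *Aoah-/-* libraries was higher, but *Aoah-/-* mouse 3 had 9.31% macrophage-like cells against 11.4% in the WT mouse. With at least 500 genes per cell, both *Aoah-/-* libraries lay above the WT mouse, with 14.0% and 7.87% against 6.43%. So they did with one lowest UMI total for all libraries, with 15.2% and 8.77% against 7.08%. They also did so with the first naming rule and 30 principal components, with 16.4% and 16.5% against 11.6%. With that rule at the main settings they did not.

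The paper states a higher proportion of resident M2 macrophages in *Aoah-/-* mice. The macrophage subcluster with the largest gain of the mean held 37.5% of macrophage-like cells in *Aoah-/-* mouse 2, 0.709% in *Aoah-/-* mouse 3 and 3.37% in the WT mouse. Whether it is the paper's resident M2 group is not known.

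The paper states that functional scores of phagocytosis in CD74+ PTECs were more pronounced in *Aoah-/-* mice. The log2 ratio of phagocytosis genes between *Cd74*-positive and other PTEC-like cells was 0.22 and 0.13 in the *Aoah-/-* libraries and 0.23 in the WT mouse. With all barcodes, with the 10% of cells with the highest Scrublet score removed and with the list counted after thinning, both *Aoah-/-* libraries lay above the WT mouse, and in 20 further random draws of the main setting they lay below it in 13 and on different sides of it in 7. These are levels of a gene list chosen here, not the paper's score.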

Other observations

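The gained macrophage subcluster's share in *Aoah-/-* mouse 3 was looked at after the results were seen. The tests of the higher UMI minimum, of dilution, of free RNA and of immune cells in the injury-gene subcluster were also chosen then. So were those of the Cxcl family without the gained subcluster and of *Lcn2* over further random draws.

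The macrophage subcluster with the largest gain came almost entirely from *Aoah-/-* mouse 2. The share in *Aoah-/-* mouse 3 minus that in the WT mouse was -2.66 percentage points, so a gain in every *Aoah-/-* mouse was not seen. That value restates the pattern and is no separate test of the loss of *Aoah*. A candidate explanation is macrophages of the peritoneal cavity in that suspension. Of 12 genes listed for these cells, none of them among the subcluster's leading genes, 11 were at 2-fold or more over the other macrophage-like cells. The most abundant were *Itga6* with 1057 CPM against 68.0, *Tgfb2* with 561 against 13.1, *Icam2* with 538 against 20.2 and *F5* with 527 against 13.5. *Arhgap24* was not raised. Of the 12 genes, 5 had over 10 CPM in the rest of the kidney and 0 were in another list. Macrophages of the kidney that took on these genes in that mouse stay open and were not tested.

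Macrophage-like cells with few UMIs were rare in *Aoah-/-* mouse 3. Of the WT mouse's cells of that subcluster, 94.5% lay below the lowest UMI total of *Aoah-/-* mouse 3, so a higher UMI minimum in the calling of that library's cells may account for their low share. In *Aoah-/-* mouse 2 they were rarer than in the WT mouse although both libraries had the same lowest UMI total. Dilution by the gained subcluster is argued against as the whole cause, since with it left out the share was still 33.7%, a difference of -15.3 percentage points from the WT mouse. A lower share with the loss of *Aoah* stays open for this mouse and was not tested.

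The PTEC subcluster highest in injury genes had a high *Cd74* level in all 3 libraries. Free RNA is argued against, since its level was 11.2, 4.20 and 15.0 times that of the other tubular cells in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse. Barcodes that also hold an immune cell are argued against as the whole cause of its *Cd74* above the level of the other tubular cells. RNA of macrophage-, B lymphocyte- and dendritic-like cells at the level of their markers would bring at most 9.08% of that part. The markers were likewise counted above the other tubular cells, so immune RNA shared with those cells was not counted. Expression of *Cd74* by injured PTECs in both genotypes is a hypothesis found and tested on the same data.

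*Lcn2* (ENSMUSG00000026822), which encodes NGAL, had 13.3 CPM in *Cd74*-positive PTEC-like cells of *Aoah-/-* mouse 2, 14.0 in *Aoah-/-* mouse 3 and 12.7 in the WT mouse, against 3.56, 6.30 and 2.77 in the other PTEC-like cells. The ratio depends on the random draw of the thinning: over 20 further draws the log2 ratio ranged from 1.45 to 2.60 in *Aoah-/-* mouse 2, from 1.00 to 1.70 in *Aoah-/-* mouse 3 and from -1.01 to 3.96 in the WT mouse. Without the injury-gene subcluster its mean was 0.11, 0.85 and -0.33. The paper reports NGAL in CD74+ PTECs from staining.

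The Cxcl family was higher in both *Aoah-/-* libraries over PTEC-like and immune cells. The gained macrophage subcluster is argued against as the whole cause, since without it the log2 ratio was 1.01, with 726, 856 and 392 CPM in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse. Another mix of PTEC-like and immune cells and a change with the loss of *Aoah* stay open and were not tested.

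A fibroblast-like cluster had 150 cells of the WT mouse, 1 of *Aoah-/-* mouse 2 and 0 of *Aoah-/-* mouse 3. Mesothelial cells of the kidney surface in that suspension are a candidate explanation: 7 of 8 genes listed for them were at 2-fold or more over all other cells. The most abundant were *Gpm6a* with 1086 CPM against 18.0, *Krt19* with 987 against 92.8 and *Upk1b* with 509.8 against 9.96, and *Calb2* had 0 UMIs. Of the 8 genes, 2 had over 10 CPM in the rest of the kidney and 2 were in another list. A loss of these cells with the loss of *Aoah* stays open and was not tested.

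*Erdr1* was lower in PTEC-like cells of both *Aoah-/-* libraries, with 47.1, 30.03 and 132 CPM in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse, a log2 ratio of -1.74. Its annotated copy lies on the Y chromosome. A change in PTECs alone is argued against, since the ratio was past 1 on the log2 scale the same way in 14 of 15 other classes. A strain variant, another difference between the mice and the loss of *Aoah* stay open and were not tested.

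*Bcl6* (log2 ratio -2.03), *Cyp2d12* (-1.87), *Azgp1* (-1.87) and *Cyp2d9* (-1.63) were lower in PTEC-like cells of both *Aoah-/-* libraries. Mice of different sex are argued against, since Y chromosome genes together had 141, 136 and 139 CPM in *Aoah-/-* mouse 2, *Aoah-/-* mouse 3 and the WT mouse, and *Xist* had 0.136, 0.107 and 0.297. Another mix of subclusters is argued against as the whole cause, since the median log2 ratio of these genes was -1.67 at the WT mouse's weights and -1.93 without weighting. A change with the loss of *Aoah* and any other difference between the mice stay open and were not tested.

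In macrophage-like cells the genes with the largest fall were *Hba-a1* (log2 ratio -2.30), *Hbb-bs* (-2.13), *Hba-a2* (-2.11), *Hbb-bt* (-2.06) and *Akr1c21* (-1.66), that is hemoglobin genes and a gene of PTECs. No explanation of these was tested.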
